# CDH1 and IL1-beta expression dictates FAK and MAPKK-dependent cross-talk between cancer cells and human mesenchymal stem cells

**DOI:** 10.1186/s13287-015-0123-0

**Published:** 2015-07-24

**Authors:** Mashael Al-toub, Radhakrishnan Vishnubalaji, Rimi Hamam, Moustapha Kassem, Abdullah Aldahmash, Nehad M. Alajez

## Abstract

**Introduction:**

Tumor microenvironment conferred by stromal (mesenchymal) stem cells (MSCs) plays a key role in tumor development, progression, and response to therapy. Defining the role of MSCs in tumorigenesis is crucial for their safe utilization in regenerative medicine. Herein, we conducted comprehensive investigation of the cross-talk between human MSCs (hMSCs) and 12 cancer cell lines derived from breast, prostate, colon, head/neck and skin.

**Methods:**

Human bone marrow-derived MSC line expressing green fluorescence protein (GFP) (hMSC-GFP) were co-cultured with the following cancer cell lines: (MCF7, BT-20, BT-474, MDA-MB-468, T-47D, SK-BR-3, MDA-MB-231, PC-3, HT-29, MDA-MB-435s, and FaDu) and changes in their morphology were assessed using fluorescent microscopy. For cellular tracking, cells were labeled with Vybrant DiO, DiL, and DiD lipophilic dyes. Time-lapse microscopy was conducted using Nikon BioStation IM-Q. Stable expression of mCherry, and luciferase genes was achieved using lentiviral technology. IL1-Beta neutralizing experiments were conducted using soluble recombinant IL-1R (srIL-1R). Changes in gene expression in sorted hMSCs were assessed using Agilent microarray platform while data normalization and bioinformatics were conducted using GeneSpring software.

**Results:**

We observed a dynamic interaction between cancer cells and hMSCs. High CDH1 (E-cadherin) and low IL1-Beta expression by cancer cells promoted reorganization of hMSCs into a niche-like formation, which was dependent on direct cell-cell contact. Our data also revealed transfer of cellular components between cancer cells and hMSCs as one possible mechanism for intercellular communication. Global gene expression analysis of sorted hMSCs following co-culturing with MCF7 and BT-20 cells revealed enrichment in signaling pathways related to bone formation, FAK and MAPKK signaling. Co-culturing hMSCs with MCF7 cells increased their growth evidenced by increase in Ki67 and PCNA staining in tumor cells in direct contact with hMSCs niche. On the other hand, co-culturing hMSCs with FaDu, HT-29 or MDA-MB-231 cells led remarkable decline in their cell growth.

**Conclusions:**

Dynamic interaction exists between hMSCs and cancer cells. CDH1 and IL1-Beta expression by cancer cells mediates the crosstalk between hMSCs and cancer cells. We propose a model where hMSCs act as the first line of defense against cancer cell growth and spread.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13287-015-0123-0) contains supplementary material, which is available to authorized users.

## Introduction

Carcinogenesis is a complex process that involves transformed cells interacting with the microenvironment containing extracellular matrix, carcinoma-associated fibroblasts (CAFs), pericytes, endothelial cells, and immune cells [1]. Cross-talk between transformed cells and the microenvironment contributes to tumor growth, invasion, and metastasis. Among tumor microenvironment components, growing evidence suggests that CAFs are derived from mesenchymal (stromal) stem cells (MSCs), which are multipotent stem cells present within the stroma of bone marrow and probably other organs [2]. The precise role of CAFs or MSCs in cancer development and progression is an area of intensive investigation and remains controversial (for a review see [3]). For instance, Karnoub et al. [4] reported that MSCs in a breast cancer xenograft model promoted breast cancer invasion and metastasis via the chemokine (C–C motif) ligand/C–C chemokine receptor CCL5/CCR5 cytokine network. Similarly, Liu et al. [5] reported that MSCs promoted breast cancer stem cell expansion via interleukin (IL)-6 and chemokine (C–X–C motif) ligand 7 signaling. In another study, Huang et al. [6] demonstrated that activation of caspase 3 by tumor or stroma cells triggers tumor repopulation during radiation therapy. While these reports suggest a pro-tumorigenic role for MSCs, a number of other studies revealed an anti-tumor effect of MSCs. For example, Cooke et al. [7] have shown that targeted depletion of pericytes (which are part of the MSC lineage) in vivo promoted tumor metastasis, which was mediated via hypoxia-induced epithelial to mesenchymal transition. Also, Khakoo et al. [8] have reported a strong inhibitory effect of human bone marrow-derived MSCs (hMSCs) against Kaposi sarcoma in vitro and in vivo through inhibition of AKT signaling in tumor cells. The precise role of MSCs in tumorigenicity and the conditions under which MSCs exert pro-tumor or anti-tumor effects therefore need to be determined.

In the majority of previous studies, a single or a few tumor models were studied, which limits the generalizability of their findings to other tumor models. In the present study, we conducted a comprehensive investigation to characterize the cellular and molecular phenotype of hMSCs co-cultured with 12 cancer cell lines derived from the breast, colon, prostate, head and neck, and melanoma. Our data revealed that the outcome of MSC–tumor interaction is dependent on the nature rather than the type of tumor cells and that epithelial cadherin type 1 (CDH1) and IL-1β expression by tumor cells are key factors in determining the outcome of hMSC–tumor cross-talk.

## Methods

### Cell lines and culture

Tumor cell lines used in this study (breast: MCF7, MDA-MB-231, BT-20, BT-474, MDA-MB-468, T-47D, and SKB-R3; melanoma: MDA-MB-435S; prostate: PC-3; head and neck: FaDu; and colon: HT-29 and COLO-320) were purchased from Cell Lines Service GmbH Eppelheim, (Germany) or were obtained from other sources and subsequently authenticated by Genetica DNA Laboratories, Inc. Burlington, (NC, USA). As a model for primary hMSCs, we employed a well-characterized telomerized hMSC line (hMSC-TERT) that has been created through overexpression of the human telomerase reverse transcriptase gene (TERT) [9]. The hMSC-TERT cell line expresses all known markers of primary hMSCs [10, 11] and exhibits hMSC “stemmness”, evidenced by being able to form bone and the bone marrow microenvironment following in-vivo implantation [12]. hMSC-TERT cells were also engineered to express enhanced green fluorescent protein (GFP) gene [13]. All cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 4500 mg/l d-glucose, 4 mM l-glutamine, and 110 mg/l sodium pyruvate, 10 % fetal bovine serum (FBS), 1 % penicillin–streptomycin and nonessential amino acids. The normal, nontransformed human mammary epithelial cell line (MCF10A) was maintained in universal medium (DMEM-F12 + 20 ng/ml human epidermal growth factor (EGF), 100 ng/ml cholera toxin, 0.01 mg/ml insulin, 500 ng/ml hydrocortisone, and 5 % FBS). Primary normal adipose tissue-derived MSCs (AT-MSCs) were obtained and cultured as described previously [14].

### Co-culture experiments

For co-culture experiments, hMSCs were trypsinized, counted, and seeded at 0.5 × 10^5^/well, and 1 × x10^5^ tumor cells were added to the same well in 24-well culture plates (Falcon, Franklin Lake, NJ, USA). Co-cultures were subsequently monitored and images were taken at the indicated time points using a Nikon® ECLIPSE Ti-U inverted fluorescence microscope, (Nikon, Tokyo, Japan). Cells were either imaged directly or were washed with 1× phosphate-buffered saline (PBS), followed by staining with Hoechst 33342 (10 μg/ml) in PBS for 10 minutes at 37 °C. Recombinant human IL-1β was purchased from (Invitrogen, Carlsbad, CA, USA). Focal adhesion kinase (FAK) inhibitor (PF-573228), mitogen-activated protein kinase kinase (MAPKK) inhibitor (PD98059), and cytochalasin D were purchased from Sigma (St. Louis, MO, USA) and were reconstituted in dimethyl sulfoxide (DMSO). For experiments involving IL-1β or the abovementioned small molecule inhibitors, the agents were added from day 0 of the experiment as indicated in each figure.

### Vybrant® multicolor cell labeling

Cells were harvested and suspended at a density of 1 × 10^6^/ml in serum-free culture DMEM followed by fluorescence-labeling with the relevant Vybrant® Cell-Labeling Solution (Invitrogen, Carlsbad, CA, USA) as per the manufacturer’s protocol. AT-MSCs were labeled with green fluorescent probe (DiO), while the MCF7 cell line was labeled with DiL or DiD probes. Subsequently, direct co-culturing was performed by seeding the labeled primary hMSCs and the labeled MCF7 cells into 24-well culture plates at density of 1 × 10^5^/ml/well for each cell type. Co-cultures were visualized and images were taken on the indicated days.

### Lentiviral transduction and time-lapse microscopy

Lentiviral particles encoding for mcherry or firefly luciferase were purchased from Genecopoeia Inc. (Rockville, MD, USA). Then 100,000 tumor cells were seeded in complete DMEM in a 24-well plate. Forty-eight hours later (~80 % confluency), the medium was removed and then 20 μl crude lentiviral particles in 500 μl DMEM + 5 % heat-inactivated serum (Invitrogen), 1 % penicillin–streptomycin supplemented with polybrene (8 μg/ml; Sigma) were added to the cells. Seventy-two hours later, the medium was removed and transduced cells were selected with puromycin (1 μg/ml; Sigma) for 1 week until stably-transduced cells were generated. Time-lapse microscopy was conducted using Nikon® BioStation IM-Q.

### Magnetic activated cell sorting

Direct co-culture of MCF7 (seeding number = 1.0 × 10^5^/well) or BT-20 (seeding number = 1.0 × 10^5^/well) cells and hMSCs (seeding number = 0.5 × 10^5^/well) was conducted using BD Falcon 24-well culture plates. On day 7 when the niche-like structure was visible, co-cultured cells were trypsinized from three replicas, and washed once with 1× PBS. Cells were subsequently resuspended in sorting buffer (500 ml Ca^2+^/Mg^2+^ free PBS supplemented with 2 mM ethylenediamine tetraacetic acid (EDTA) and 0.5 % bovine serum albumin (BSA)), which was subsequently filtered using a 0.22 μM filter. Sorting of hMSCs from MCF7 or BT-20 co-cultures was performed using the CD326 (EpCAM) MicroBeads kit (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany) as per the manufacturer’s recommendations. Purity of sorted cells was confirmed using the BD FACSCalibur flow cytometer (BD Biosciences, San Jose, CA, USA). Sorted cells were then washed with 1× PBS and were kept at −80 °C. Cells from the same batch and passage number of hMSCs were used as control.

### Gene expression microarray

Total RNA was isolated using total RNA Purification Kit (Norgen-Biotek Corp., Thorold, ON, Canada) according to the manufacturer’s instructions. The concentrations and purity of total RNA were measured using NanoDrop 2000 (Thermo-Scientific, Wilmington, DE, USA). Extracted RNA was labeled and then hybridized to the Agilent Human SurePrint G3 Human GE 8 × 60 k microarray chip (Agilent Technologies, Santa Clara, CA, USA). All microarray experiments were conducted at the Microarray Core Facility (Stem Cell Unit, King Saud University College of Medicine, Riyadh, Saudi Arabia) as described previously [15]. Data analyses were conducted using GeneSpring GX software (Agilent Technologies) as described [16, 17]. Microarray data were deposited in the Gene Expression Omnibus [GEO:GSE70103].

### Quantification of gene expression using qRT-PCR

Expression levels of selected genes were assessed using qRT-PCR. Reverse transcription was performed on 500 ng total RNA using High Capacity Reverse Transcriptase Kit (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s specifications. The qRT-PCR was carried out using FAST-SYBR Green Master Mix (Applied Biosystems) and the ViiA™ 7 Real-Time PCR Detection System (Applied Biosystems). Primers used for gene expression analysis are presented in Additional file 1 and were either published previously or were designed using NCBI Primer-BLAST [18]. The 2∆CT value method was used to calculate relative expression of miRNAs and mRNAs [19].

### Alkaline phosphatase staining

hMSCs were co-cultured with MCF7 or HT-29. On day 7, the cells were washed in PBS, fixed in 10 mM acetone/citrate buffer (1.5:1) at pH 4.2 for 5 minutes at room temperature, and incubated with alkaline phosphatase (ALP) substrate solution (naphthol AS-TR phosphate (Sigma) prepared 1:5 in water plus 10 mg Fast red TR (Sigma), in 24 ml of 0.1 M Tris buffer, pH 9.0) for 1 hour at room temperature. Cells were rinsed with water, stored in PBS, and photographed using a Nikon® ECLIPSE Ti-U inverted fluorescence microscope.

### Immunofluorescence staining

Day 7 MCF7–MSC co-cultures were fixed with methanol/acetone 1:1 (vol/vol) for 30 minutes at −20 °C. After fixation, cells were dried for 15 minutes and rehydrated with PBS for 15 minutes. Cells were blocked with 2 % BSA (Sigma) for 1 hour, followed by incubating with rabbit primary antibodies against Ki67 (1:200, ab15580; Abcam, Cambridge, MA, USA) or Proliferating cell nuclear antigen (PCNA) (1:100, ab2426; Abcam) in blocking solution at 4 °C overnight. After removal of primary antibodies, cells were washed three times with PBS, and then Alexa Fluor® 488 conjugated goat anti-rabbit IgG (H + L) secondary antibody (1/1000, A11008; Lifetechnologies, Carlsbad, CA, USA) was added and incubated for 2 hours at room temperature. Cells were washed three times with PBS and counterstained with 4′,6-diamidino-2-phenylindole (DAPI) nuclear dye, mounted on slides in CC/Mount (C9368; Sigma), and were observed under a Nikon®ECLIPSE Ti fluorescence microscope.

### Flow cytometry

All flow cytometry experiments were conducted using the BD FACSCalibur flow cytometer (BD Biosciences).

### Cell counting

For counting tumor and hMSC cells from co-culture experiments, we employed the following strategy. Co-cultured cells were trypsinized and then the percentage of hMSC cells (GFP^+^) and tumor (GFP^–^) was determined using fluorescence-activated cell sorting (FACS). The total number of cells in the co-culture per sample was determined using an automated cell counter (Vi-Cell XR cell viability analyzer; Beckman Coulter Inc, Fullerton, CA, USA). The number of hMSCs was calculated using the following equation:

$$ \mathrm{hMSCs} = \%\ {\mathrm{GFP}}^{+} \times \mathrm{total}\ \mathrm{number}\ \mathrm{of}\ \mathrm{cells}\ \mathrm{and}\ \mathrm{the}\ \mathrm{number}\ \mathrm{of}\ \mathrm{tumor}\ \mathrm{cells} = \%\ {\mathrm{GFP}}^{\hbox{-}} \times \mathrm{total}\ \mathrm{number}\ \mathrm{of}\ \mathrm{cells}. $$

For selected experiments, the relative number of hMSCs was determined as follows. hMSCs 0.5 × 10^4^ were cultured alone or with MCF7 (0.5 × 10^3^) or HT-29 (0.5 × 10^3^) cells in Corning® polystyrene flat-bottomed 96-well TC-treated black microplates Cambridge, MA, USA. The fluorescence signal was measured using a SpectraMax/M5 fluorescence spectrophotometer plate reader (Molecular Devices Co., Sunnyvale, CA, USA USA) using the bottom well-scan mode where nine readings per well were obtained using Ex (488 nm) and Em (509 nm) spectra. For luminescence measurements, hMSCs and tumor cells were cultured as above in Nunc™ F96 MicroWell™ white plates (Thermo-Scientific, Wilmington, DE, USA), and luminescence was measured using a BioTek Synergy II microplate reader (BioTek Inc., Winooski, VT, USA) with the ONE-Glo™ Luciferase Assay System (Promega, Madison, WI, USA).

### Scratch assay

HT-29 and MCF7 cells were cultured alone or were co-cultured with hMSCs, and on day 7 the scratch assay was performed using a p200 pipette tip. The scratch area was imaged on day 0 and day 2 using 4× magnification with the Nikon® ECLIPSE Ti-U inverted fluorescence microscope. Data are representative of at least three replicates.

### Statistical analysis

Statistical analyses and graphing were performed using Microsoft Excel 2010 (Microsoft, Mountain View, CA) and Graphpad Prism 6.0 software (Graphpad Software, San Diego, CA, USA). *P* values were calculated using the two-tailed *t* test and *P* <0.05 was considered statistically significant.

## Results

### Changes in hMSC morphology when co-cultured with cancer cell lines

We have previously reported significant changes in hMSC morphology when exposed to tumor-derived conditioned media, which was dependent on the nature of tumor cells [20]. However, the behavior of hMSCs cultured in direct contact with tumor cells has not been studied. We established a co-culture system consisting of GFP-labeled bone marrow-derived hMSCs in direct contact with 12 cancer cell lines representing breast (MCF7, BT-20, MDA-MB-231, MDA-MB-468, BT-474, T-47D, and SK-BR-3), colon (HT-29), prostate (PC-3), head/neck (FaDu), and skin melanoma (MDA-MB-435s). Figure 1a–o demonstrates changes in hMSC morphology in response to direct contact with cancer cell lines. One remarkable change was the cellular reorganization of hMSCs leading to the formation of a honeycomb niche-like structure when co-cultured with MCF7, BT-20, HT-29, and BT-474 (Fig. 1b, c, d, e). In contrast, hMSCs co-cultured with FaDu, T47D, and PC-3 exhibited fibroblast-like morphology and inhibition of cell growth (Fig. 1f, h, i, l). The MDA-MB-435s cell line did not affect the growth pattern of hMSCs (Fig. 1k). On the other hand, co-culturing hMSCs with nontumorigenic breast cell line MCF10A did not induce significant changes in the morphology or growth (Fig. 1m). Co-culture of GFP-labeled hMSCs and mcherry-labeled MCF7 is shown in Fig. 1n, which shows the formation of the niche-like structure by hMSCs (green), whereas the MCF7 tumor cells (red) grew in clusters surrounded by hMSCs. Similar morphological changes were observed when primary adipose-derived human stromal stem cells (AT-hMSCs) were co-cultured with MCF7 (Fig. 1o), suggesting that this observed response is conserved in hMSCs derived from different tissue compartments. The honeycomb structure of MCF7–hMSC co-cultures was also observed when hMSCs were co-cultured with MCF7 at a decreasing ratio as low as 1:64 (Fig. 1p).

**Fig. 1:**
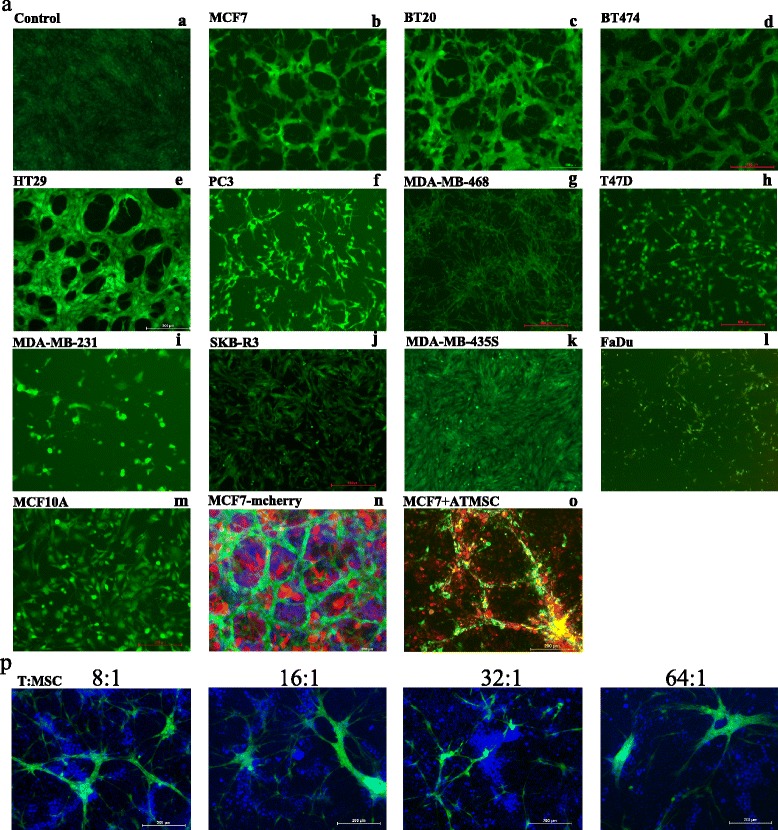
Distinct morphological changes in hMSCs co-cultured with cancer cell lines. **a**–**l** GFP-labeled hMSCs were co-cultured with the indicated tumor cell lines at a 1:2 ratio, and on day 7 of the co-culture images were taken using a Nikon® ECLIPSE Ti-U inverted fluorescence microscope (4×). Data are representative of at least three independent experiments. **m** hMSCs co-cultured with normal breast epithelial cell line (MCF10A). **n** hMSCs (GFP-labeled) co-cultured with MCF7 (mcherry-labeled) as above. Cells were stained with nuclear staining DAPI (*blue*). **o** AT-MSCs labeled with DiO (*green*) and co-cultured with MCF7 cells labeled with DiD (*red*). At day 7, photomicrographs were taken using a Nikon® ECLIPSE Ti-U inverted fluorescence microscope (magnification 4×). **p** MCF7 cells were co-cultured with hMSCs at the indicated ratios (tumor:MSCs), and on day 7 images were captured in the green channel (MSCs) using 4× magnification. DAPI was used to stain nuclei

### The change in hMSC morphology requires direct contact with tumor cells

We subsequently determined whether the observed phenotype requires prerequisite direct cell–cell contact. We repeated the experiment using hMSCs and the MCF7 cell line with the transwell culture system, where hMSCs were cultured in the upper chamber and MCF7 tumor cells were cultured in the lower chamber or vice versa. As shown in Fig. 2a, b, there were no detectable changes in hMSC morphology or growth pattern. In addition, we subsequently established a co-culture system in a 35 mm dish whereby MCF7 cells were grown as a droplet on one side of the dish and FaDu cells in another droplet on the opposing side of the dish. When both cell types became adherent, hMSCs were added. As shown in Fig. 2c, d, e, f, the niche-like morphology of hMSCs was only observed in hMSCs at the contact site with MCF7 cells, but not with FaDu cells, corroborating that the observed changes in hMSC morphology are cancer cell-line specific and require direct cell–cell contact between hMSCs and tumor cells.

**Fig. 2:**
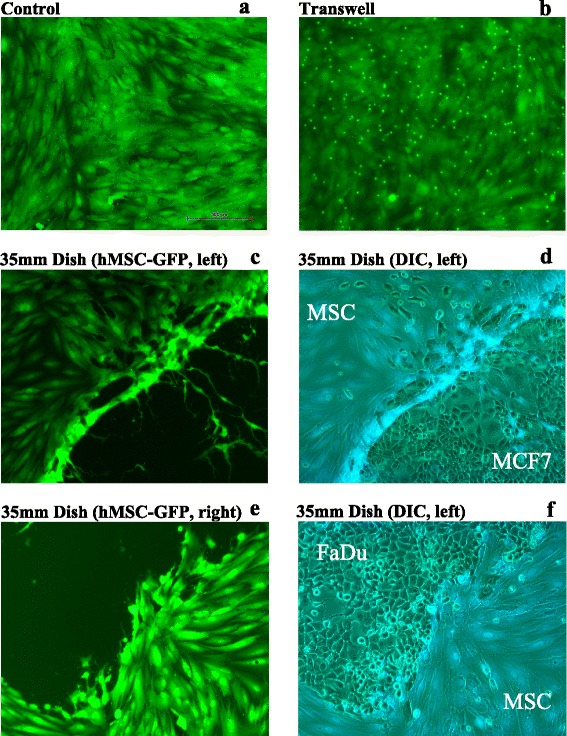
Morphological changes in hMSCs require direct contact with cancer cells. **a** control hMSCs. **b** hMSCs cultured in the upper chamber of a transwell culture system in which MCF7 cells were cultured in the lower chamber. **c**, **d** MCF7 cells were seeded on one side of 5 mm dish while FaDu cells were seeded on the opposing side of the same dish, and when cells were attached hMSCs were added to the culture: hMSCs in contact with **c**, **d** MCF7 cells or **e**, **f** FaDu cells. On day 7, photomicrographs were taken using a Nikon^®^ ECLIPSE Ti-U inverted fluorescence microscope (magnification 4×). *GFP* green fluorescent protein, *hMSC* human bone marrow-derived mesenchymal (stromal) stem cell, DIC differential interference contrast

### Gene expression analysis of hMSCs sorted from MCF7 and BT-20 co-cultures revealed enrichment for pathways related to bone formation

To examine for the molecular changes induced in the niche-like structures formed by hMSCs co-cultured with MCF7 or BT-20 cells, hMSCs were negatively sorted using immune-magnetic beads (magnetic activated cell sorting) tagged with anti-human epithelial specific antigen (ESA; EpiCAM) of co-cultured cell populations. The procedure was repeated twice to increase the purity of sorted hMSCs. As shown in Fig. 3a, we were able to isolate hMSCs from the co-culture with very high purity (>97 %). 

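Gene expression was measured on 6 1-colour arrays, 2 of control human mesenchymal stem cells (hMSCs), 2 of hMSCs sorted from co-culture with BT-20 and 2 of hMSCs sorted from co-culture with MCF7. MCF7 is an established luminal breast carcinoma line that expresses the oestrogen receptor, and BT-20 is an established breast carcinoma line that lacks it. Co-cultures were started with 50000 hMSCs and 100000 tumour cells per well and were sorted on day 7. The methods name hMSCs of the same batch and passage number as control, and the paper's text does not describe whether the control cells also went through trypsin and the magnetic beads. Each array held 62976 spots, of which 4259 were control spots, and all 6 arrays lay on 1 slide and were scanned together. Both control arrays and MCF7 replicate 1 lay in row 1 of the slide, and both BT-20 arrays and MCF7 replicate 2 in row 2. The 75th percentile of the processed signal was 1271 and 1209 in the control arrays, 596 and 887 in the BT-20 arrays and 911 and 1003 in the MCF7 arrays. Between 63.4% and 68% of spots were well above background, and 0 were saturated.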

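The authors deposited scanner files in which the Agilent software had subtracted the background from each spot. Here log2 of that processed signal was taken, the 75th percentile of each array was subtracted and spots of one probe were averaged. The 27122 probes well above background in both arrays of at least 1 group were tested in limma with the 3 groups in one fit, and p-values were adjusted by the Benjamini-Hochberg method. Of 42405 probes, 26364 were given a gene symbol through their accession, and the brightest probe stands for a gene, which gave 14642 genes. The paper names GeneSpring GX and, for the whole study, a 2-tailed t test with a p threshold of 0.05, and its text gives no normalization, filter, fold threshold or correction for the arrays. Labels of the co-culture samples conflict, since the title names one carcinoma line and the description the other, and the titles were followed. The fold column of the paper's Table S2, headed MCF7 against control, lay within 0.05 log2 of the arrays titled MCF7 for all 209 probes held here, of the paper's 218, and of the arrays titled BT-20 for 15. The methods describe co-cultured cells trypsinized from 3 replicas, and the legend of Fig. 3b 1 replica per column. Neither states whether the 2 arrays of a group came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. On simulated arrays of this size, with 200 of 27122 probes changed, 46.5% of 2-fold changes in the BT-20 and 50.5% in the MCF7 comparison passed the test, and 93.5% of 4-fold changes in each. Of 2-fold rises, 19% were found at least 2-fold higher in both comparisons. Far more probes were called in the measured data (5348 with BT-20 and 5098 with MCF7), so these shares need not hold there. Where a probe was not well above background on any array of 1 group, the change is given as at least N-fold, the mean of the brighter group over that of the dimmer group with each dim array raised to its lowest signal well above background. The 26 gene lists used were written before the data were examined but after Tables S2 and S3 had been read, so they are not independent evidence for genes in those tables.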

Global gene expression analysis was determined using the Agilent® Human SurePrint microarray chip (G3 Human GE 8 × 60 k). 

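EGR1, an immediate early transcription factor gene, was higher than in control hMSCs by a log2 fold change of 4.18 (SE 0.09, n = 2 arrays per group, adjusted p = 0.000474) after co-culture with BT-20 and 3.76 (adjusted p = 0.000416) after co-culture with MCF7. ADAM19, which encodes a membrane-anchored metalloproteinase, was higher by 4.08 (adjusted p = 0.000474) and 3.38 (adjusted p = 0.000553). SERPINB2, encoding plasminogen activator inhibitor 2, was at least 23.1-fold lower (adjusted p = 0.000931) and at least 26.2-fold lower (adjusted p = 0.000582). NPTX1, which encodes a neuronal pentraxin, fell by 3.83 (adjusted p = 0.000559) and 4.96 (adjusted p = 0.000416) on the log2 scale. In all, 421 probes were at least 2-fold higher and 204 at least 2-fold lower in both co-cultures at an adjusted p under 0.05 in each, which stand for 268 and 138 genes with a symbol. Independent lists of the sizes found in each co-culture alone, 917 and 909 probes higher and 521 and 517 lower, would share 30.7 and 9.93. In simulations without any change, where both groups shared newly drawn control arrays, 0.01 and 0 probes were shared on average over 100 simulations. Few probes pass where nothing is changed, so these counts set no level for 2 separate responses measured against shared controls. That case was not simulated. The covariance of the fold changes was 0.177, against 0.0231 from the shared controls alone. Their correlation across probes was 0.519, against 0.499 in the simulations, whose highest was 0.53. The share of probes with the same sign was 69.2%, against 66.7% and at most 67.9%. In simulations without any change the shared controls alone set both levels. Separate responses were not simulated, so neither comparison can tell a common response from separate ones. Genes are not independent replicates, and the controls could not be split, so part of the overlap may come from them. With normexp background correction, chosen after the data were seen, the counts were 162 and 70, and with the row of the slide as a block, also chosen then, 17 and 3. By the methods' t-test after Benjamini-Hochberg they were 0 and 0, and 371 and 184 unadjusted. In the row block only the MCF7 pair separates row from group, so much precision is lost by the layout. Here and below, a loss under that block cannot tell a row effect from the change with BT-20.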

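Against control hMSCs with no fold threshold, 2926 probes were higher and 2172 lower in hMSCs from the MCF7 co-culture, and 2900 were higher and 2448 lower in those from the BT-20 co-culture. Among markers of epithelial carcinoma cells, CDH1, which encodes E-cadherin, was at least 3.75-fold higher in the BT-20 (adjusted p = 0.000857) and at least 13.7-fold higher in the MCF7 co-culture (adjusted p = 0.000416). EPCAM, the antigen of the magnetic sort, was not well above background in control hMSCs or in those from the BT-20 co-culture and was at least 14.1-fold higher in those from the MCF7 co-culture (adjusted p = 0.00118). Of 32 epithelial markers measured, 15 were higher, 2 lower and 15 not past the test in the BT-20 co-culture. In the MCF7 co-culture 20 were higher, 1 lower and 11 not past the test. With p adjusted over the list alone, 16 were higher and 4 lower with BT-20 and 21 higher and 2 lower with MCF7. Of the 32, 29 were well above background on some control or BT-20 array, and all 32 on some control or MCF7 array. Of 22 mesenchymal stem cell markers, 7 were higher and 3 lower with BT-20 and 10 higher and 0 lower with MCF7 (9 higher and 5 lower, and 11 higher and 0 lower, adjusted over the list alone). The mesenchymal list was shifted upward in the mean of both co-cultures (camera, adjusted p = 0.00515, and adjusted p = 0.111 with an estimated correlation), a shift lost with BT-20 alone (0.0822). VIM, the vimentin gene, had log2 fold changes of 0.17 (adjusted p = 0.396) and 0.23 (adjusted p = 0.294). The probes higher with MCF7 numbered 1194, 1037, 867 and 935 without control replicate 1, control replicate 2, MCF7 replicate 1 or MCF7 replicate 2. Those lower numbered 851, 531, 540 and 618 in the same order. The probes higher with BT-20 numbered 835, 1558, 1185, 1554 and 1852 without control replicate 1, control replicate 2, BT-20 replicate 1, BT-20 replicate 2 or either MCF7 array. Those lower numbered 524, 1011, 1003, 1246 and 1328 in that order. With normexp the counts were 1402 and 1136 with MCF7 and 1453 and 1172 with BT-20. With no filter on dim probes they were 1505 and 853 with MCF7 and 1608 and 982 with BT-20. With the row of the slide as a block they were 935 and 618 with MCF7 and 20 and 3 with BT-20. The replicate number as a block left 1392 lower with MCF7 and 1573 lower with BT-20, and 2 groups in each fit 1852 higher and 1328 lower with BT-20. The methods' t-test gave 3564 lower with MCF7 unadjusted, and after Benjamini-Hochberg 72 higher and 41 lower with MCF7 and 1 and 1 with BT-20. Mesenchymal markers higher with BT-20 numbered 3 without control replicate 1, and lower ones 0 without either control and 1 without BT-20 replicate 2 or either MCF7 array. Those higher with MCF7 numbered 5 without either control and 4 without either MCF7 array. Epithelial markers lower with BT-20 numbered 0 without control replicate 1 and 1 without any other array, and with MCF7 0 without either control.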

We detected 218 upregulated genes and 92 downregulated genes in hMSCs sorted from MCF7 and BT-20 co-cultures compared with control hMSCs. As shown in Fig. 3b, hierarchical clustering revealed closer clustering of hMSCs sorted from MCF7 and BT-20 co-cultures compared with control hMSCs. 

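FOSB, a member of the FOS family of transcription factors, was higher in both co-cultures by nearly the same amount, with log2 fold changes of 4.27 (SE 0.10, adjusted p = 0.000474) and 4.28 (adjusted p = 0.000416) in hMSCs from the BT-20 and MCF7 co-cultures. Other genes separated the co-cultures, as COL4A4, encoding a basement membrane collagen, which was higher by 4.21 with BT-20 and 0.57 with MCF7 (difference of -3.65, adjusted p = 0.00129). Its call with MCF7 (adjusted p = 0.0179) was lost without control replicate 1 (0.0847), control replicate 2 (0.0641), MCF7 replicate 1 (0.102) or MCF7 replicate 2 (0.0933). Between the co-cultures 1594 probes were higher and 1441 lower with MCF7 than with BT-20. Without BT-20 replicate 1, BT-20 replicate 2, MCF7 replicate 1 or MCF7 replicate 2 these were 475, 502, 226 and 294 higher and 397, 431, 247 and 350 lower. With normexp background correction they were 581 and 801, with no filter on dim probes 526 and 547, with the replicate number as a block 786 and 733 and with the row of the slide as a block 226 and 247. The methods' t-test gave 3279 and 2738 unadjusted and 0 and 0 after Benjamini-Hochberg. In clustering by Euclidean distance and average linkage over the tested probes, the arrays of each group joined first, at heights of 56.5 for MCF7, 59.9 for BT-20 and 64.5 for control. Both co-cultures then joined each other at 103 and the controls joined last at 105. The mean distance between BT-20 and MCF7 arrays was 103 (at most 108 over 4 pairs). It was 106 (94.7 to 116) between control and BT-20 arrays and 105 (103 to 109) between control and MCF7 arrays, so the ranges overlapped. The log2 ratio of the mean distance from control to the mean distance between co-cultures was 0.03. It was -0.01 without control replicate 1 and 0.08 without control replicate 2, where the co-cultures did not form one branch, as also after quantile normalization, at a ratio of 0.01. With normexp it was 0.17, and over probes above background on all 6 arrays 0.14.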

Functional categories of the upregulated genes revealed significant enrichment for gene categories of bone formation: endochondral ossification, focal adhesion, osteoblast signaling, and transforming growth factor beta (TGF-β) signaling (Fig. 3c; Additional files 2 and 3). 

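Of 51 genes of endochondral ossification, 18 were higher, 9 lower and 24 not past the test in hMSCs from the BT-20 co-culture, and 16 were higher, 9 lower and 26 not past it in those from the MCF7 co-culture (20 higher and 11 lower, and 17 higher and 13 lower, adjusted over the list alone). COL10A1, which encodes the collagen of hypertrophic cartilage, was higher by a log2 fold change of 3.59 (SE 0.10, n = 2 arrays per group, adjusted p = 0.000589) with BT-20 and 1.74 (adjusted p = 0.00146) with MCF7. MGP, an inhibitor of calcification, was higher by 2.51 (adjusted p = 0.00151) and 1.66 (adjusted p = 0.00297). BMP7, a bone morphogenetic protein gene, was at least 31.4-fold higher with MCF7 (adjusted p = 0.000328) and not well above background in control hMSCs or with BT-20. The epithelial marker EPCAM had the same pattern, so for BMP7 RNA of the carcinoma cells cannot be told apart from expression by hMSCs. The call of BMP7 with BT-20, counted above, was between groups below background and carries no direction. SCIN, encoding an actin-severing protein, fell by 2.14 (adjusted p = 0.00282) and 2.29 (adjusted p = 0.00209). Among the 268 genes at least 2-fold higher in both co-cultures, 8 were endochondral genes, against 0.934 by chance (one-sided Fisher's exact test, adjusted p = 9.5e-06). All 209 probes of Table S2 held here are among the probes at least 2-fold higher in both. The lists were written after Tables S2 and S3 had been read, so here and below an enrichment is not independent of the paper's. As a whole the endochondral list was shifted upward in the mean of both co-cultures (camera, adjusted p = 0.0325, and adjusted p = 0.273 with an estimated correlation). The shift was lost without BT-20 replicate 2 (adjusted p = 0.0762) or MCF7 replicate 2 (0.0530), with no filter on dim probes (0.0827), with MCF7 alone (0.201) and with the row of the slide as a block (0.104), which also ended the enrichment (0.192). The 9 lower genes numbered 2, 4, 5 and 5 with BT-20 without control replicate 1, control replicate 2, MCF7 replicate 1 or MCF7 replicate 2, and 2, 2, 2 and 3 with MCF7.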

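Of 24 genes of osteoblast differentiation and bone matrix, 10 were higher, 2 lower and 12 not past the test in each co-culture (10 higher and 5 lower with BT-20, and 10 higher and 3 lower with MCF7, adjusted over the list alone). COL1A1 and COL1A2, the genes of type I collagen, were higher by log2 fold changes of 1.55 (SE 0.11, adjusted p = 0.00278) and 1.27 (adjusted p = 0.00339) with BT-20 and 1.49 (adjusted p = 0.00263) and 1.62 (adjusted p = 0.00165) with MCF7. TNFSF11, which encodes the osteoclast factor RANKL, was at least 2.32-fold with BT-20 (adjusted p = 0.0158, well above background on 1 of 2 arrays) and at least 4.91-fold higher with MCF7 (adjusted p = 0.00576), the first call being lost without control replicate 1 (0.0605) or control replicate 2 (0.0650). The following members were chosen after their values were seen. RUNX2, the transcription factor that starts osteoblast differentiation, was at least 2.61-fold lower with BT-20 (adjusted p = 0.0357) and had a log2 fold change of 0.24 with MCF7 (adjusted p = 0.707), and IBSP, encoding bone sialoprotein, was at least 6.52-fold higher with BT-20 (adjusted p = 0.00477). RUNX2 lost its call without control replicate 1 (0.16), control replicate 2 (0.0840), BT-20 replicate 1 (0.0619) or either MCF7 array (0.0678). The later osteoblast genes SP7 and BGLAP had log2 fold changes of -0.03 (adjusted p = 0.861) and 0.04 (adjusted p = 0.834) with BT-20 and of -0.14 (adjusted p = 0.397) and 0.19 (adjusted p = 0.392) with MCF7. Osteoblast genes made up 6 of the genes at least 2-fold higher in both, against 0.439 by chance (one-sided Fisher's exact test, adjusted p = 9.5e-06), and the list was shifted upward (camera, adjusted p = 0.0325, and adjusted p = 0.171 with an estimated correlation). That shift was lost without BT-20 replicate 2 (0.0735) and with BT-20 alone (0.110), and the row of the slide as a block ended the enrichment (adjusted p = 1). Members higher with BT-20 numbered 6 without control replicate 1, and those higher with MCF7 6 without MCF7 replicate 1. Lower members with BT-20 numbered 1 without either BT-20 array and 0 without any other array, and with MCF7 1 without MCF7 replicate 2.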

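Of 51 targets and signalling genes of TGF-β, 32 were higher, 3 lower and 16 not past the test with BT-20, and 31 were higher, 5 lower and 15 not past it with MCF7 (33 higher and 5 lower, and 33 higher and 6 lower, adjusted over the list alone). PMEPA1, a target that feeds back on SMAD signalling, was higher by log2 fold changes of 3.27 (SE 0.12, n = 2 arrays per group, adjusted p = 0.000931) and 3.16 (adjusted p = 0.000677). SERPINE1, another target, had log2 fold changes of 0.08 (adjusted p = 0.814) and -0.28 (adjusted p = 0.395), and the receptor gene TGFBR2 of -0.15 (adjusted p = 0.238) and 0.05 (adjusted p = 0.690). The list held 18 of the genes at least 2-fold higher in both, against 0.934 by chance (adjusted p = 1.3e-17), and was shifted upward (camera, adjusted p = 1.9e-09, and adjusted p = 0.111 with an estimated correlation). Of 52 extracellular matrix proteins other than collagens, 35 were higher and 2 lower with BT-20 and 31 higher and 2 lower with MCF7 (39 higher and 5 lower, and 37 higher and 4 lower, adjusted over the list alone; camera, adjusted p = 1.5e-11, and adjusted p = 0.111 with an estimated correlation). TGFBI, a matrix protein that binds integrins, was higher by 2.41 (adjusted p = 0.00113) and 3.07 (adjusted p = 0.000582). Of 25 enzymes that process and crosslink collagen, 10 were higher and 1 lower with BT-20 and 13 higher and 2 lower with MCF7 (15 higher and 1 lower, and 16 higher and 4 lower, adjusted over the list alone; camera, adjusted p = 0.000263, and adjusted p = 0.111 with an estimated correlation). The prolyl hydroxylase gene P4HA1 was higher by 1.35 (adjusted p = 0.00282) and 2.35 (adjusted p = 0.000866). Epithelial markers were shifted upward in the same arrays (camera, adjusted p = 5.3e-07, and adjusted p = 0.111 with an estimated correlation). Over all 26 lists, 18 were shifted and 14 enriched at an adjusted p under 0.05. With an estimated correlation camera shifted 0 lists at an adjusted and 11 at an unadjusted p under 0.05. The TGF-β genes higher with MCF7 numbered 20 without either control or MCF7 replicate 1 and 19 without MCF7 replicate 2, and the lower ones 0 each time. Lower ones with BT-20 numbered 0 without control replicate 1 and 1 without control replicate 2. The matrix proteins higher with MCF7 numbered 19 without MCF7 replicate 1. Collagen enzymes higher with BT-20 numbered 4 without control replicate 1 and 6 without control replicate 2 or either BT-20 array. Those higher with MCF7 numbered 6 without either control or MCF7 replicate 2 and 5 without MCF7 replicate 1, and the lower ones 1 without either control or either MCF7 array.

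**Figure D1:**
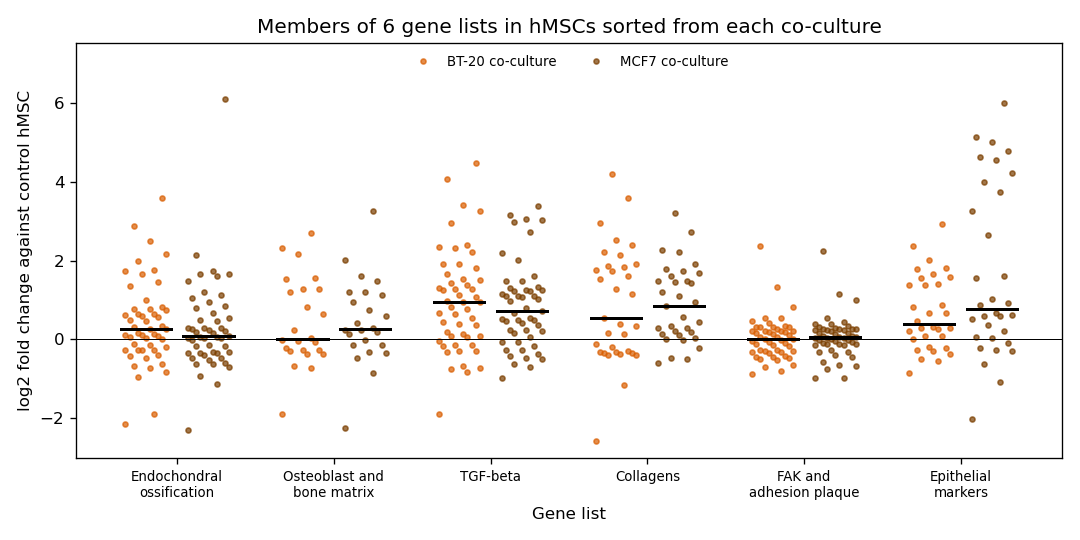
Log2 fold change against control hMSCs (vertical axis) of each measured gene of 6 lists (horizontal axis), orange for hMSCs from the BT-20 and brown for hMSCs from the MCF7 co-culture. Each point is the fitted value of 1 gene from 2 arrays per group, and the black bars are medians. Genes below background in 1 or both of the groups compared stand at their fitted value. At an adjusted p under 0.05, 32 and 31 of the 51 TGF-β genes were higher, and 6 and 6 of the 50 FAK and adhesion plaque genes. The TGF-β list holds some collagens and matrix proteins. The FAK list was written without these and without integrins, so the counts do not compare the 2 pathways.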

Gene expression of a selected number of genes from the microarray data (VEGFA, SOX9, FOS, PLAU, BGN, BMP2, CDH11, SNAI1, and SPARC) was subsequently validated using qRT-PCR (Fig. 3d). 

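All 9 genes were higher on the arrays in hMSCs from both co-cultures, at adjusted p from 0.000416 to 0.00852 and with n = 2 arrays per group. FOS, an immediate early transcription factor, was higher by log2 fold changes of 3.73 (SE 0.09) with BT-20 and 3.80 with MCF7. The matrix proteoglycan gene BGN was higher by 3.24 (SE 0.24) and 2.84. PLAU, encoding the urokinase plasminogen activator, was higher by 2.88 (SE 0.09) with BT-20 and 1.06 with MCF7, and the difference of -1.81 between the co-cultures passed the test (adjusted p = 0.00186). SNAI1, a transcription factor of epithelial-mesenchymal transition, was higher by 3.42 (SE 0.09) and 1.49, with a difference of -1.93 (adjusted p = 0.00186). For the growth factor genes BMP2 and VEGFA the changes were 2.31 (SE 0.11) and 1.99 (SE 0.13) with BT-20 and 2.02 and 1.66 with MCF7. SOX9, a transcription factor of cartilage formation, was higher by 1.47 (SE 0.12) and 1.6, and CDH11, which encodes osteoblast cadherin, by 1.56 (SE 0.11) and 1.21. SPARC, encoding osteonectin, was higher by 1.27 (SE 0.15, adjusted p = 0.00792) and 1.22 (adjusted p = 0.00852). Between the co-cultures, FOS, BGN, BMP2, VEGFA, SOX9, CDH11 and SPARC gave adjusted p from 0.109 for CDH11 to 0.849 for SPARC. Without control replicate 1 the call of SPARC was lost in both co-cultures (adjusted p = 0.0561 with BT-20 and 0.0501 with MCF7), and without MCF7 replicate 1 it was lost with MCF7 (0.0579).

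**Figure D2:**
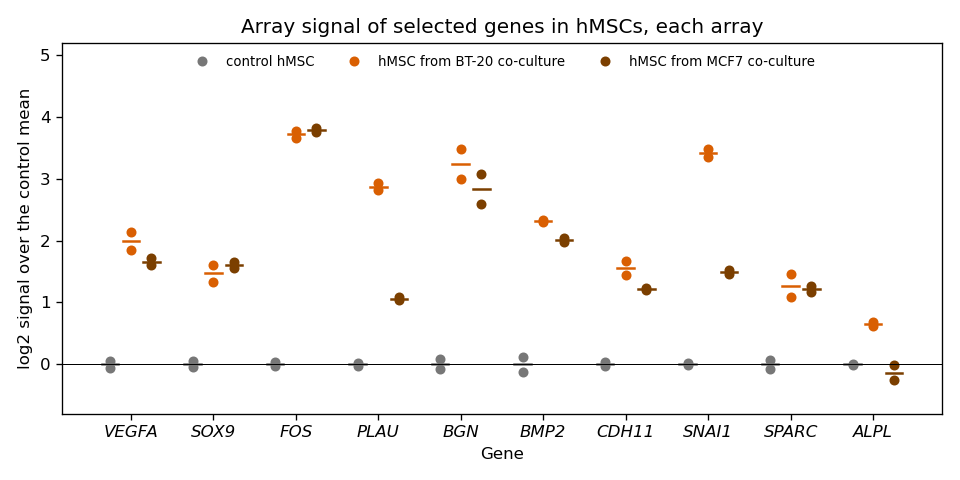
Log2 array signal over the mean of the control arrays (vertical axis) for the 9 genes measured by qRT-PCR and for ALPL (horizontal axis). Each point is 1 array, grey for control hMSCs, orange for the BT-20 and brown for the MCF7 co-culture, and each bar is the mean of 2 arrays. In the 9 genes the co-culture arrays lie above the control arrays, and the MCF7 arrays of ALPL lie at -0.26 and -0.01.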

Concordant with the microarray data, ALP staining of hMSCs co-cultured with MCF7 revealed a remarkable increase in ALP activity (Fig. 3e middle panel), and ALP staining was restricted to the hMSCs and no ALP staining was detectable in cancer cells (compare Fig. 3e middle and right panels).

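On the arrays ALPL, which encodes the tissue-nonspecific alkaline phosphatase, had a log2 signal relative to the 75th percentile of -4.66 in control hMSCs, -4.00 in hMSCs from the BT-20 co-culture and -4.79 in hMSCs from the MCF7 co-culture (means of 2 arrays each, all well above background). With MCF7 the log2 fold change against control was -0.14 (SE 0.11, adjusted p = 0.443 from limma), which did not pass the test. The change with BT-20 was 0.65 (SE 0.11, adjusted p = 0.0204). Its call was lost without control replicate 1 (adjusted p = 0.102), control replicate 2 (0.0814), BT-20 replicate 1 (0.0723) or BT-20 replicate 2 (0.0744). Between the co-cultures the difference of -0.79 passed the test (adjusted p = 0.0199), and it did not without BT-20 replicate 1 (0.0777), BT-20 replicate 2 (0.0828), MCF7 replicate 1 (0.0877) or MCF7 replicate 2 (0.0534). In the authors' deposited processed table, read by its sample columns as labelled, where the co-culture columns stand exchanged against the scanner files, the values were 0.65 with MCF7 and -0.14 with BT-20.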

**Fig. 3:**
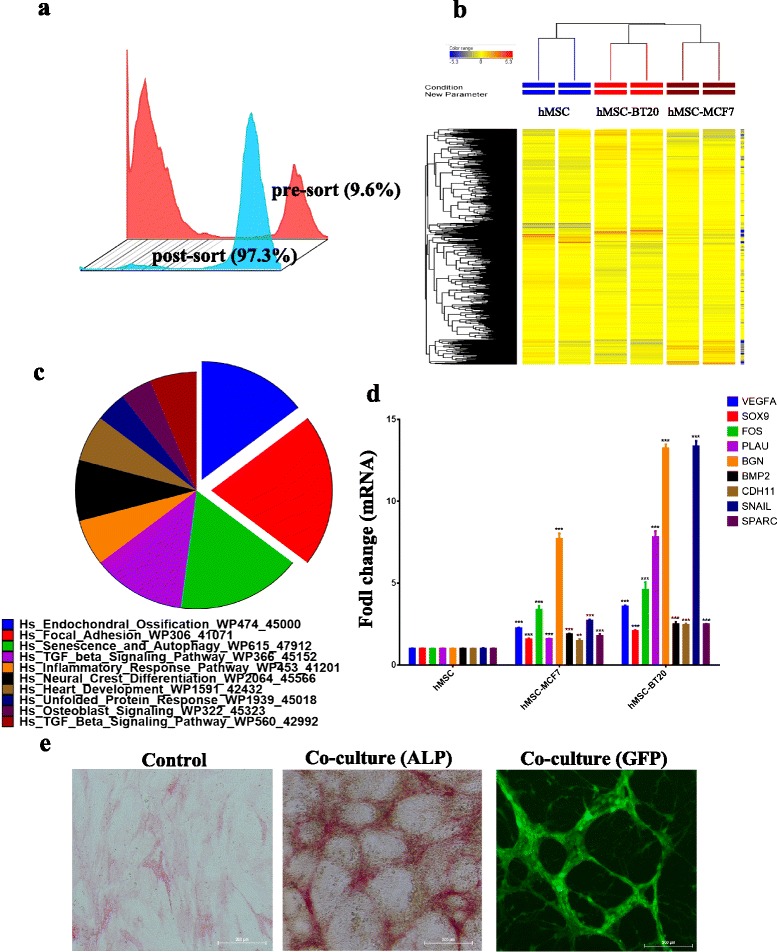
Gene expression analyses of hMSCs sorted following direct contact with either MCF7 or BT-20 cells in co-culture systems revealed enrichment for genes related to bone formation. hMSCs were co-cultured with MCF7 or with BT-20 tumor for 7 days. The cells were trypsinized and hMSCs were sorted using magnetic activated cell sorting technology: **a** efficiency of sorting. **b** Hierarchical clustering of control hMSCs (blue) or hMSCs sorted from MCF7 (*brown*) or BT-20 (*orange*) co-cultures. Each column represents one replica. Expression level of each gene in a single sample is depicted according to the color scale. **c** Pie chart illustrating the distribution of the top 10 GO categories for the upregulated genes in sorted hMSCs from both MCF7 and BT-20 co-cultures. The pie section size corresponds to fold enrichment. **d** qRT-PCR validation of selected genes from the microarray data. Data are presented as mean ± standard error, *n* = 6. **P <0.005; ***P <0.0005. **e** ALP staining for control hMSCs (*left*) or hMSCs following co-culture with MCF7 (day 7) (*middle*). Representative photomicrograph of hMSCs (GFP-labeled) in co-culture with MCF7 (*right*). *ALP* alkaline phosphatase, *GFP* green fluorescent protein, *hMSC* human bone marrow-derived mesenchymal (stromal) stem cell, GO gene ontology

### Pharmacological inhibition of FAK, MAPKK, and actin polymerization completely abrogated niche formation by hMSCs

Pathway analysis of upregulated genes in sorted hMSCs revealed multiple enriched intracellular signaling pathways. FAK (*P* = 1.3 × 10^−7^) and MAPKK (*P* = 0.014) were very prominent (Fig. 3c; Additional file 3). 

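TNS1, which encodes the adhesion plaque protein tensin 1, was higher by log2 fold changes of 2.39 (SE 0.09, n = 2 arrays per group, adjusted p = 0.000931) in hMSCs from the BT-20 and 2.25 (adjusted p = 0.000677) in those from the MCF7 co-culture. NEDD9, a docking protein that binds FAK, was higher by 1.33 (adjusted p = 0.00202) and 1.16 (adjusted p = 0.00229). PTK2, the gene of FAK itself, chosen after its values were seen, had log2 fold changes of -0.11 (adjusted p = 0.534) and 0.02 (adjusted p = 0.933). Of 50 genes of FAK and adhesion plaque proteins, 6 were higher, 5 lower and 39 not past the test with BT-20, and 6 were higher, 4 lower and 40 not past it with MCF7, and the counts of higher and lower genes were equal to these when adjusted over the list alone. Neither a shift of the list (camera, adjusted p = 0.557) nor an enrichment (2 genes at least 2-fold higher in both, against 0.915 by chance, one-sided Fisher's exact test, adjusted p = 0.356) passed the test. The list was written here without collagens, matrix proteins or integrins and holds none of the genes of Fig. 4a. It thus covers a part of such a pathway and does not test the paper's enrichment. The higher genes with BT-20 numbered 2 without control replicate 1 and 3 without any 1 of the other 5 arrays, and the lower ones 1 without either control or BT-20 replicate 1 and 2 without either MCF7 array. Those higher with MCF7 numbered 2, and those lower 0, without either control or either MCF7 array.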

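In the MAPK pathway, DUSP6, a phosphatase gene induced by ERK, was higher by log2 fold changes of 1.70 (SE 0.08, n = 2 arrays per group, adjusted p = 0.00126) with BT-20 and 2.16 (adjusted p = 0.000677) with MCF7. FOSL1, another ERK-induced gene, fell by 1.21 (adjusted p = 0.00342) and 1.11 (adjusted p = 0.00368). Of 27 ERK feedback genes, 5 were higher and 6 lower with BT-20, and 7 higher and 6 lower with MCF7 (5 higher and 8 lower, and 7 higher and 6 lower, adjusted over the list alone). Of 45 MAPK pathway kinases, 8 were higher and 5 lower with BT-20 and 6 higher and 4 lower with MCF7 (9 higher and 6 lower, and 8 higher and 4 lower, adjusted over the list alone). MAPK10, which encodes the kinase JNK3, was at least 2.42-fold higher with BT-20 (adjusted p = 0.0212) and at least 3.77-fold higher with MCF7 (adjusted p = 0.00767), the first call being lost without control replicate 1 (0.0760), control replicate 2 (0.0828), BT-20 replicate 1 (0.0898) or BT-20 replicate 2 (0.0757). Neither list was shifted (camera, adjusted p = 0.843 for each). Enrichment among the genes at least 2-fold higher in both gave an adjusted p of 0.0238 for the ERK feedback genes (3 against 0.494 by chance, one-sided Fisher's exact test) and 0.677 for the kinases. The first did not pass without control replicate 1 (0.0994), control replicate 2 (0.144), BT-20 replicate 1 (0.117), BT-20 replicate 2 (0.13) or MCF7 replicate 2 (0.118), after quantile normalization (0.127), with no filter on dim probes (0.0849), with the replicate number (0.136) or the row of the slide (adjusted p = 1) as a block, or with 2 groups in each fit (0.129). Higher kinases with BT-20 numbered 0 without control replicate 1, 1 without control replicate 2, 2 without either BT-20 array and 4 without either MCF7 array. With MCF7, 1 was higher without either control or either MCF7 array, and 1 was lower without either control or MCF7 replicate 1 and 2 without MCF7 replicate 2. Lower kinases with BT-20 numbered 0 without either control or BT-20 replicate 1 and 2 without any other array. Feedback genes higher with MCF7 numbered 2 without either control or without MCF7 replicate 2, and 3 without MCF7 replicate 1, and the lower ones 1 in each of these. With BT-20, 3 were higher and 3 lower without either control or BT-20 replicate 1, and 3 lower without either MCF7 array. Of 39 immediate early genes, many of them induced by ERK, 22 were higher, 2 lower and 15 not past the test in each co-culture (25 higher and 2 lower with BT-20, and 26 higher and 2 lower with MCF7, adjusted over the list alone; camera, adjusted p = 4.6e-09, and adjusted p = 0.111 with an estimated correlation). EGR3, another such transcription factor gene, was at least 14.1-fold (adjusted p = 0.000537) and at least 3.05-fold higher (adjusted p = 0.00111, well above background on 1 of 2 MCF7 arrays). Those higher with BT-20 numbered 13 without control replicate 1, and those higher with MCF7 13 without MCF7 replicate 1, while 1 was lower with BT-20 without control replicate 1 or BT-20 replicate 1. Beside them the epithelial marker TACSTD2 was at least 3.08-fold (adjusted p = 0.00261, well above background on 1 of 2 BT-20 arrays) and at least 38.5-fold higher (adjusted p = 0.000553).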

Upregulated genes in the FAK pathway are highlighted and are listed in Fig. 4a (right panel). 

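TNC, the gene of the matrix protein tenascin C, was higher by log2 fold changes of 1.02 (SE 0.11, n = 2 arrays per group, adjusted p = 0.00611) with BT-20 and 1.71 (adjusted p = 0.00166) with MCF7, and ITGA7, a laminin-binding integrin gene, by 1.00 (adjusted p = 0.00671) and 1.73 (adjusted p = 0.00174). COL3A1, a fibrillar collagen gene, was higher by 1.93 (adjusted p = 0.00126) and 2.74 (adjusted p = 0.000602), COL5A1 by 2.52 (adjusted p = 0.00108) and 3.20 (adjusted p = 0.000553) and COL5A2 by 1.83 (adjusted p = 0.00129) and 2.29 (adjusted p = 0.000691). The basement membrane collagen genes COL4A1 and COL4A2 were higher by 2.97 (adjusted p = 0.00113) and 2.23 (adjusted p = 0.00119) with BT-20 and by 1.78 (adjusted p = 0.00248) and 1.1 (adjusted p = 0.00415) with MCF7. PDGFRB, the gene of a platelet-derived growth factor receptor, was higher by 1.99 (adjusted p = 0.00113) and 1.71 (adjusted p = 0.00117). Of 33 collagens, 15 were higher, 3 lower and 15 not past the test with BT-20, and 17 were higher, 1 lower and 15 not past it with MCF7 (18 higher and 4 lower, and 17 higher and 1 lower, adjusted over the list alone). They made up 12 of the genes at least 2-fold higher in both, against 0.604 by chance (one-sided Fisher's exact test, adjusted p = 1.8e-12), and were shifted upward (camera, adjusted p = 8.9e-06, and adjusted p = 0.111 with an estimated correlation). Of 20 integrins, 10 were higher, 2 lower and 8 not past the test with BT-20, and 8 were higher, 4 lower and 8 not past it with MCF7 (12 higher and 4 lower, and 8 higher and 4 lower, adjusted over the list alone). Their shift was upward (camera, adjusted p = 0.0133, and adjusted p = 0.187 with an estimated correlation). S100P, a calcium-binding protein gene among the epithelial markers, was higher by 2.02 (adjusted p = 0.00267) and 4.63 (adjusted p = 0.000553) in the same arrays. The enrichment of collagens did not pass with the row of the slide as a block (adjusted p = 0.150), nor did the shift of integrins (0.0633), which was also lost with MCF7 alone (0.165). Integrins higher with BT-20 numbered 4 without control replicate 1 and 6 without control replicate 2. Those higher with MCF7 numbered 4 without either control or MCF7 replicate 2 and 3 without MCF7 replicate 1. With BT-20 the count of lower integrins was 0 without any 1 of the 6 arrays, and 1 collagen was lower without control replicate 1. With MCF7, 0 collagens were lower without either control or either MCF7 array.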

To assess whether FAK and MAPKK signaling are involved in induction of morphological niche-like changes of hMSC in co-cultures, hMSCs and MCF7 cells were co-cultured as above in the presence of PF-573228 (FAK inhibitor, 5 μM), PD98059 (MAPKK inhibitor, 2 × 5 μM), or DMSO control. As shown in Fig. 4b, c, d, pharmacological inhibition of FAK or MAPKK abolished the niche-like morphological changes of hMSCs. We also postulated that the niche-like formation of hMSCs involves reorganization in the cellular cytoskeleton. To test this hypothesis, cytochalasin D (potent inhibitor of actin polymerization, 1 μM) was added to the co-cultures. As shown in Fig. 4e, inhibiting actin polymerization completely abolished the niche-like morphological changes in hMSCs.

**Fig. 4:**
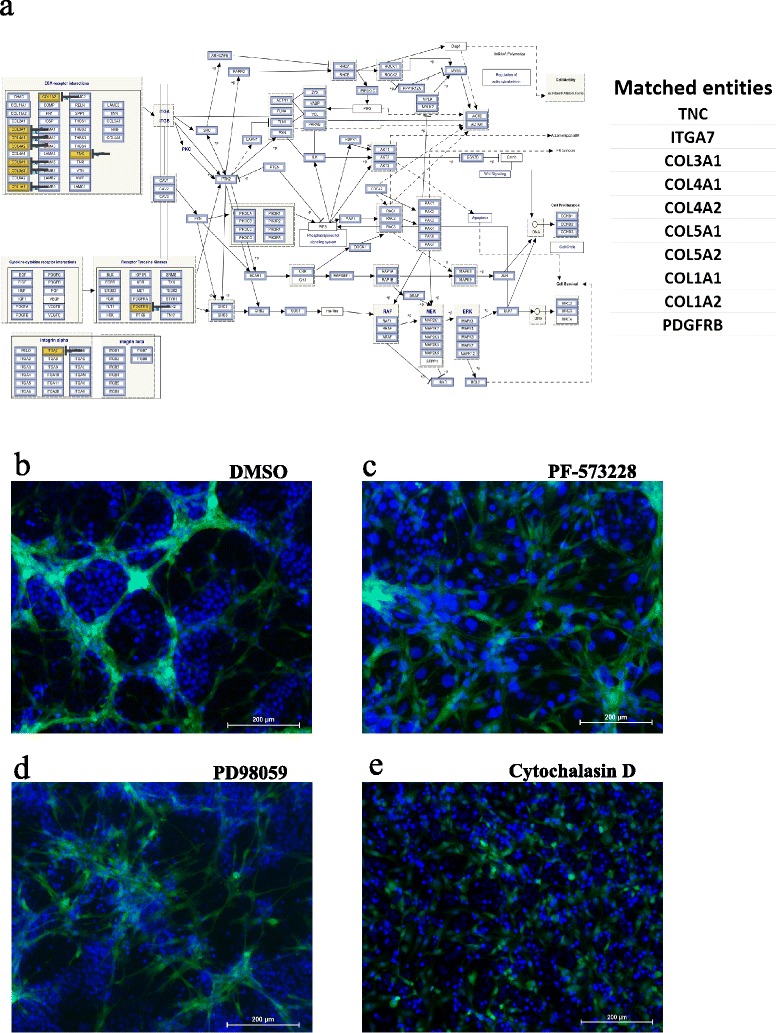
Pharmacological inhibition of FAK, MAPKK, and actin polymerization completely abrogated hMSC morphological changes. **a** The FAK pathway was among the top upregulated pathways in hMSCs following co-culture with MCF7 or BT-20 cancer cells. Matched entities are highlighted on the chart. Morphological changes in hMSCs following: disruption of the hMSC niche structure through pharmacological inhibition of **c** FAK (5 μM, PF-573228; Sigma), **d** MAPKK (5 μM, PD98059; Sigma) or **e** actin polymerization (1 μM, cytochalasin D; Sigma) compared with dimethyl sulfoxide (DMSO)-treated controls. **b**. DAPI was used to stain nuclei. All inhibitors were added on day 0 except for MAKK inhibitor which was added on day 0, and then co-cultures were supplemented with fresh inhibitor on day 2

### High expression of CDH1 and low expression of IL-1β by tumor cells are associated with hMSC niche-like formation

To identify the molecular factors in tumor cells that promote or inhibit niche-like morphological changes in hMSCs, gene expression datasets for the cell lines utilized in the current study were retrieved from the gene expression omnibus [GEO:GSE36133] and imported into GeneSpring GX. Clustering analysis revealed close clustering of MCF7, BT-474, T-47D, and SKB-R3, followed by HT-29 and BT-20 (Fig. 5a). We subsequently grouped tumor cell lines into positive cell lines that induced hMSC morphological changes and niche-like formation (MCF7, BT-20, HT-29, and BT-474) and negative cell lines that did not induce morphological changes (FaDu, MDA-MB-231, MDA-MB-435s, PC-3, MDA-MB-468, SKB-R3, and T-47D). When comparing differentially expressed genes between the two cell groups, we observed CDH1 to be among the top genes highly expressed by the positive tumor group (Fig. 5b; Additional file 4). On the other hand, elevated expression of IL-1β was observed in several of the negative tumor group (Fig. 5b). To determine the inhibitory effects of IL-1β on morphological changes in hMSCs, hMSCs were co-cultured with MCF7 or HT-29 cells in the presence of vehicle or increasing dose of recombinant human IL-1β. As shown in Fig. 5c, significant inhibition of morphological changes and niche-like formation in hMSCs was observed. As a corollary, we investigated the effect of inhibiting IL-1β signaling in the co-culture system on hMSC niche-like formation. For this experiment, FaDu cells were chosen because they expressed the highest levels of IL-1β (Fig. 5b). As shown in Fig. 5d, a dose-dependent reversal into niche-like formation in hMSCs was observed when FaDu cells were co-cultured with hMSCs in the presence of increasing concentrations of soluble recombinant IL-1 receptor (srIL-1R). Interestingly, the niche-like formations observed in FaDu-hMSCs co-cultures in the presence of srIL-1R was indistinguishable from that observed in MCF7-hMSC co-cultures (Fig. 1). Therefore, our data suggest that tumor-derived IL-1β is a negative regulator of hMSC niche formation. In order to assess the role of CDH1 in niche formation, we co-cultured hMSCs with COLO-320 (which lacks CDH1 expression) or HT-29 (which expresses high levels of CDH1) and studied the development of the niche-like formation. Data presented in Fig. 5e showed lack of niche formation in COLO-320–hMSC co-cultures compared with the HT-29–hMSC co-cultures, suggesting that CDH1 is potentially involved in promoting niche formation possibly through promoting homotypic cell adhesion.

**Fig. 5:**
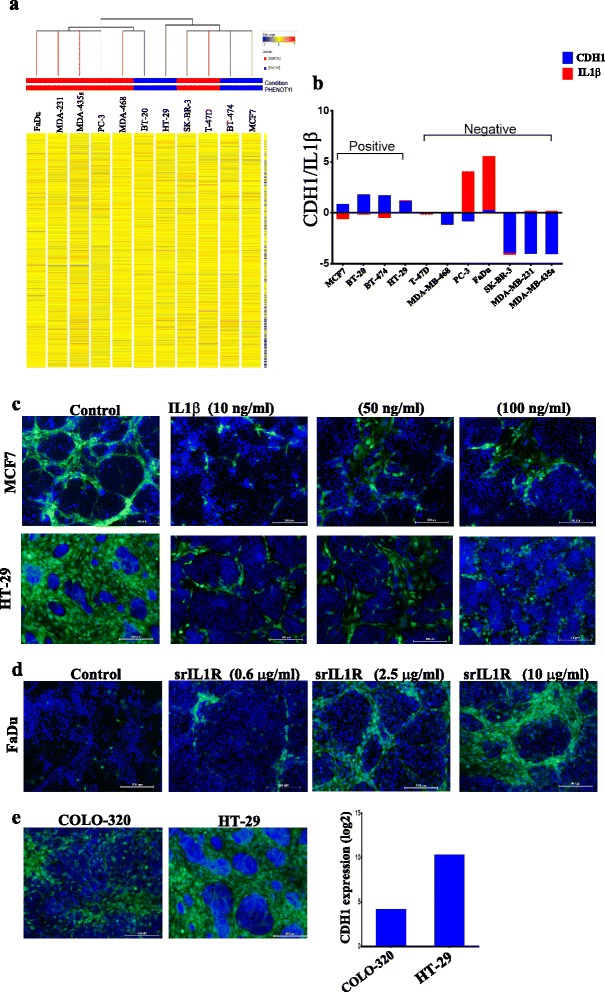
High expression of CDH1 and low expression of IL-1β by tumor cells are associated with induction of hMSC morphological changes. **a** Clustering analysis performed on basal gene expression of the employed cancer cell lines indicated close clustering for the cancer cell lines that induce morphological changes in hMSCs (positive cell lines, *blue*; MCF7, BT-474, HT-29, and BT-20) relative to cancer cell lines that do not induce morphological changes in hMSCs (negative cell lines, *red*). **b** gene expression data for CDH1 and IL-1β in cancer cell lines retrieved from microarray data. **c** Complete abrogation of hMSC morphological changes when co-cultured with MCF7 (*upper panels*) or HT-29 (*lower panels*) in the presence of increasing dose of IL-1β. **d** Dose-dependent reversal into hMSC niche formation when co-cultured with FaDu cells alone or in the presence of the indicated concentrations of soluble recombinant IL-1 receptor (srIL-1R). Images were captured on day 7 and DAPI was used to stain nuclei. **e** Lack of hMSC niche formation when co-cultured with COLO-320 cells (CDH1 negative/IL-1β negative) compared with the HT-29 cells (CDH1 positive/IL-1β negative). *CDH1* epithelial cadherin type 1, *IL* interleukin

### Transfer of cellular components from cancer cells to hMSCs with no evidence of cell fusion during co-culture

Data presented in Figs 1 and 2 suggest that the formation of hMSC niche-like morphological changes requires cell–cell contact. Cancer cells were therefore labeled with DiL or DiD lipophilic tracer dyes (which specifically label plasma membranes). Subsequently, hMSCs and cancer cells were co-cultured in direct contact (Fig. 6a) or separated using a transwell culture system (Fig. 6b). We observed noticeable transfer of cellular components from cancer cells to hMSCs in a time-dependent manner (~70 % on day 7), which occurred when the two cells types were co-cultured in direct contact (compare Fig. 6a middle and right with Fig. 6b right). In addition, fluorescence microscopy revealed transfer of microvesicles between fluorescence-labeled AT-MSCs and labeled MCF7 cells when co-cultured in direct contact (Additional file 5). A previous study reported that hMSCs were able to fuse with other cell types, such as epithelial cells, when co-cultured in vitro [21]. In order to address whether cellular fusion took place between hMSCs and cancer cells under our culture conditions, GFP-labeled hMSCs were co-cultured with mcherry-labeled MCF7 cells for 7 days. As shown in Fig. 6c, FACS analysis revealed no evidence of cellular fusion. Similarly, hMSCs from the co-cultures did not stain for ESA—again proving lack of cellular fusion between hMSCs and cancer cells during co-cultures (Fig. 6c right panel). Our data suggest that microvesicular transfer of cellular components from tumor cells to hMSCs is a possible mechanism of cellular communication mediating morphological changes of niche-like formation of hMSCs.

**Fig. 6:**
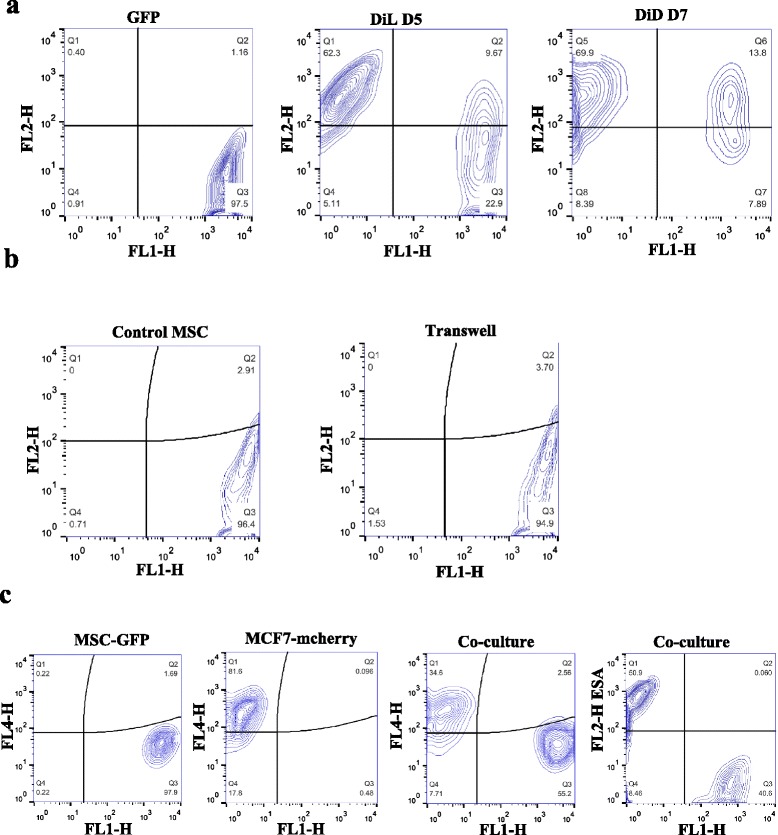
Transfer of cellular components from cancer cells to hMSCs but no evidence of cell fusion during co-culture. **a** hMSCs (GFP-labeled) were co-cultured with MCF7 labeled with DiL (for 5 days) or DiD (for 7 days) and subsequently were subjected to FACS analysis. **b** hMSCs were cultured alone (left) or were cultured in the upper chamber, while MCF7 cells labeled with DiD were cultured in the lower chamber and then cells were subjected to FACS analysis. **c** hMSCs (GFP-labeled, *panel 1*) or MCF7 (mcherry-labeled, *panel 2*) were cultured alone or were co-cultured (*panel 3*) and subjected to FACS analysis. Similarly, co-cultured hMSCs and MCF7 cells were stained for ESA and were subjected to FACS analysis. *ESA* epithelial specific antigen, *GFP* green fluorescent protein, *MSC* mesenchymal (stromal) stem cell

### Bidirectional influence on cell growth between hMSCs and cancer cells in co-cultures

We also examined the possible effects of hMSC niche formation on cancer cell growth. hMSCs were co-cultured with the indicated cancer cell lines, and on days 5 and 9 we employed FACS analysis to determine the percentage of hMSCs and cancer cells in the co-culture and automated cell counting (Vi-CELL) to determine the total number of cells. The data presented in Fig. 7 demonstrate that in most cases (except MCF7) the cancer cell number was usually less when co-cultured with hMSCs compared with cancer cells cultured alone (Fig. 7a). We also observed a significant reduction in the number of hMSCs co-cultured with cancer cells that did not induce niche formation (i.e. FaDu). Under certain conditions, we observed a slight increase in hMSC number when co-cultured with cancer cells (i.e. HT-29).

**Fig. 7:**
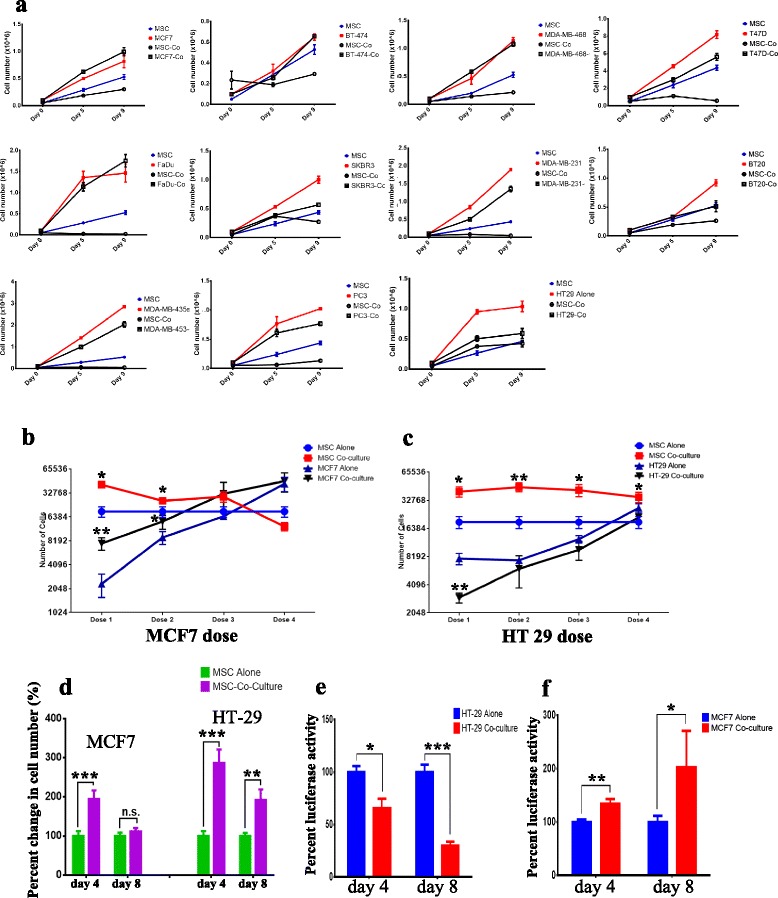
Bidirectional influence on cell growth between hMSCs and cancer cell lines in co-culture. **a** hMSCs were co-cultured with the indicated tumor cell lines, and on days 5 and 9 the number of hMSCs and cancer cells from either the co-cultures or from cells cultured alone were enumerated. Data presented as mean ± standard error (SE), *n* = 3. A fixed number of hMSCs (0.5 × 10^4^) was co-cultured with an increasing number of MCF7 cells (**b** 1.0 × 10^3^, 0.5 × 10^4^, 1.0 × 10^4^, 0.5 × 10^5^) or HT29 cells (**c** 1.0 × 10^3^, 0.5 × 10^4^, 1.0 × 10^4^, 0.5 × 10^5^) and the total number of hMSCs or tumor cells was enumerated on day 6. Data presented as mean ± SE, *n* = 6. **d** hMSCs (0.5 × 10^4^) were co-cultured with MCF7 (0.5 × 10^3^) or HT-29 (0.5 × 10^3^) cells and the relative hMSC number was enumerated using a SpectraMax/M5 fluorescence spectrophotometer plate reader. Data presented as mean ± SE. Relative number of **e** HT-29-Luc or **f** MCF7-Luc number from co-cultures was enumerated using luciferase assay on days 4 and 8. Data presented as mean ± SE, *n* = 6. *MSC* mesenchymal (stromal) stem cell; *P <0.05; **P <0.005; ***P <0.0005

We also determined whether the ratio of cancer cells to hMSCs is a factor in determining the outcome of co-cultures. We cultured a fixed number of hMSCs (0.5 × 10^4^) with an increasing number of MCF7 (1.0 × 10^3^, 0.5 × 10^4^, 1.0 × 10^4^, 0.5 × 10^5^) or HT-29 (1.0 × 10^3^, 0.5 × 10^4^, 1.0 × 10^4^, 0.5 × 10^5^) tumor cells. The number of hMSCs and cancer cells on day 6 was determined. When a low number of MCF7 cells was employed, we observed a significant increase in the number of hMSCs compared with hMSCs cultured alone (Fig. 7b). Similarly, time-lapse live cell imaging microscopy revealed dynamic interaction between hMSCs and MCF7, with higher mitotic activity in hMSCs co-cultured with MCF7 cells (Additional file 6). On the other hand, a higher number of MCF7 cells was observed in the hMSC–MCF7 co-cultures compared with MCF7 cultured alone (Fig. 7b). When examining the co-cultures of hMSCs with HT-29 cells, we also observed an increase in the number of hMSCs (Fig. 7c). In contrast, the number of HT-29 tumor cells decreased when co-cultured with hMSCs, suggesting a possible anti-tumor effect of hMSCs. In order to further confirm these findings, we utilized GFP-labeled hMSCs and MCF7 or HT-29 cells engineered to express the firefly luciferase gene. As shown in Fig. 7d, e, f, a rapid increase in hMSC number was observed when co-cultured with MCF7 or HT-29 cells which was associated with a significant decline in the number of HT-29 cells and an increase in the number of MCF7 cells. Concordant with data presented in Fig. 7a, b, f, Ki67 and PCNA staining (markers for cell proliferation) of MCF7–hMSC co-cultures revealed high expression of ki67 and PCNA in MCF7 cells that are in close contact with the hMSC niche formation (Fig. 8a, b).

**Fig. 8:**
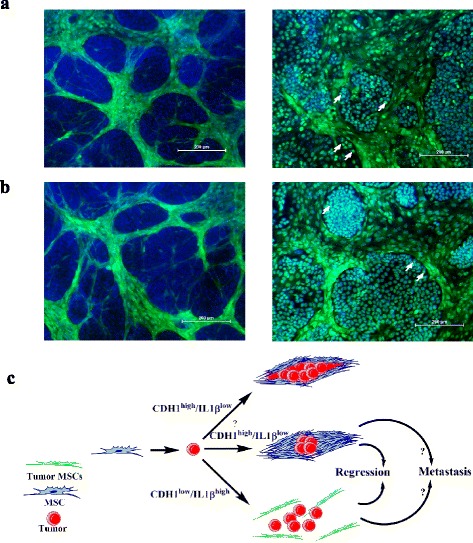
Increased proliferation of MCF7 when co-cultured with hMSCs. MCF7 cells were co-cultured with hMSCs, and on day 7 cells were fixed and stained with the proliferation markers **a** Ki67 or **b** PCNA. Control staining is shown on each left panel. *Arrowhead* indicates cells with high Ki67 or PCAN staining. **c** Schema depicting possible interaction between hMSCs and tumor cells. Tumor cells with high CDH1 and low IL-1β will promote niche formation which might inhibit or promote tumor growth. Tumors with low CDH1 and high IL-1β will lead to rapid decline in hMSC numbers, and vice versa the number of tumor cells will decline as well and the hMSC niche will not form. Selective pressure exerted by MSCs could lead to regression of primary tumors and the acquisition of metastatic phenotype by tumor cells. *GFP* green fluorescent protein, *IL* interleukin, *MSC* mesenchymal (stromal) stem cell

## Discussion

Recent years have witnessed increased interest in studying the cancer tumor microenvironment and its contribution to tumor progression, invasion, and metastasis. However, the precise role of MSCs—an important component of the cancer tumor microenvironment—remains not fully understood. In the current study, we have utilized several cellular and molecular approaches to investigate the dynamic interaction between hMSCs and cancer cells. We employed several cancer cell lines representing breast, prostate, colon, head and neck, and melanoma. Our data revealed that hMSC interaction with cancer cells results in cytoskeletal and morphological reorganization leading to the formation of niche-like structures that exert variable effects on cancer cell growth. We also observed that cancer cell expression of CDH1/IL-1β is predictive for the presence of significant biological effects of hMSCs on tumor cells.

We observed that hMSCs exerted anti-tumor effects, evident by a significant decline in the number of tumor cells when co-cultured with hMSCs (Fig. 7a). Cell tracking and live imaging microscopy revealed a rapid increase in the numbers of hMSCs when they encountered cancer cells (Fig. 7a, c, d; Additional file 6), suggesting that hMSCs may act as the first line of defense against the transformed cells. Concordant with our hypothesis, one previous study has demonstrated a protective role for skin-derived fibroblasts in regulating transformed keratinocytes in vivo [22].

When hMSCs were co-cultured with cancer cells with aggressive phenotype (such as FaDu, PC-3, or MDA-MB-231), we observed a rapid decline in the number of hMSCs suggesting that the behavior of hMSCs is largely dependent on the nature of cancer cells, in particular their inflammatory status. Our data revealed that the decline in hMSC number occurred when co-cultured with cancer cells expressing high levels of IL-1β.

We previously reported that when hMSCs are exposed to IL-1β they acquire a proinflammatory phenotype and exhibit a decline in their multilineage differentiation potential [20]. In the current study, when hMSCs were co-cultured with IL-1β producing cancer cells, hMSCs became proinflammatory cells and their number declined. The role of IL-1β was demonstrated by the complete reversal in hMSC niche formation when IL-1β signaling was blocked during hMSC–FaDu co-cultures (Fig. 5d).

We observed that hMSCs formed niche-like structures when co-cultured with cancer cells expressing high levels of CDH1 and lacked IL-1β (Fig. 7h). Interestingly, our data are in line with a published report suggesting that the inhibitory ability of hMSCs on tumor cell growth is mediated through binding to E-cadherin present on tumor cells [8]. Concordant with this, niche formation was not observed when hMSCs were co-cultured with the COLO-320 cells (which lack CDH1 expression) compared with the HT-29 cells (which express high levels of CDH1), suggesting a possible role for CDH1 in promoting niche formation, possibly through facilitating homotypic cell adhesion.

While we have not characterized the nature of the hMSC niche-like formation under all co-culture conditions, the hMSC niches formed in the presence of MCF7 and BT-20 cells revealed differentiation into bone-forming osteoblastic cells, evident by microarray analysis and positive ALP expression (Fig. 3c, e). hMSC niche-like formations were dependent on FAK and MAPKK signaling because pharmacological inhibition of both pathways completely abrogated the niche-like formations. 

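In the sorted hMSCs, gene groups of more than one mesenchymal cell type were measured. Of 27 markers of myofibroblasts and carcinoma-associated fibroblasts, 21 were higher and 1 lower with BT-20, and 20 were higher and 1 lower with MCF7 (22 higher and 1 lower, and 23 higher and 2 lower, adjusted over the list alone). NOX4, an oxidase gene induced by TGF-β, was higher by log2 fold changes of 2.96 (SE 0.10, n = 2 arrays per group, adjusted p = 0.000890) and 3.03 (adjusted p = 0.000602), and LRRC15, a surface protein of such fibroblasts, by 2.52 (adjusted p = 0.00130) and 2.3 (adjusted p = 0.00124). TPM2, a tropomyosin gene, had log2 fold changes of 0.02 (adjusted p = 0.886) and 0.01 (adjusted p = 0.932). This list shares COL10A1 with the endochondral list and, among others, NOX4 with the TGF-β, ASPN with the matrix and LRRC15 with the mesenchymal list. It is thus partly a recount of those lists. Its 12 genes at least 2-fold higher in both stood against 0.494 by chance (one-sided Fisher's exact test, adjusted p = 1.3e-13), an enrichment that did not pass with the row of the slide as a block (0.150). Of 17 adipocyte genes, 3 were higher, 2 lower and 12 not past the test with BT-20, and 1 was higher, 3 lower and 13 not past it with MCF7 (5 higher and 4 lower, and 1 higher and 3 lower, adjusted over the list alone; camera, adjusted p = 0.595). PPARG, the transcription factor that starts adipocyte differentiation, fell by 1.32 (adjusted p = 0.00259) and 1.1 (adjusted p = 0.00331). FXYD3, an epithelial marker, was higher by 1.6 (adjusted p = 0.0200) and 5.14 (adjusted p = 0.00124) in the same arrays, the first call being lost without BT-20 replicate 1 (0.0912) or BT-20 replicate 2 (0.0617). Adipocyte genes higher with BT-20 numbered 0 without control replicate 1 and 1 without control replicate 2 or BT-20 replicate 1. With MCF7, 0 were higher without either control or MCF7 replicate 1, and 1 was lower without control replicate 2 or MCF7 replicate 2. Fibroblast markers higher with MCF7 numbered 13 without control replicate 1, MCF7 replicate 1 or MCF7 replicate 2, and the lower one was lost without either control or either MCF7 array. From the categories of the upregulated genes on the arrays, together with the ALP staining (Fig. 3c, e), the paper concludes that the hMSCs of these niches differentiated into bone-forming osteoblastic cells.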

Interestingly, Navab et al. [23] have recently identified a prognostic gene expression signature derived from CAFs isolated from lung cancer patients and reported that FAK and MAPK are two major intracellular signaling pathways activated in CAFs, which collectively suggest the clinical relevance of our findings.

One interesting finding in our study is the transfer of cellular components from cancer cells to hMSCs. The transfer of membrane-derived vesicles has been reported previously in various biological systems as a mode of communication between adjacent cells [24, 25]. It is plausible that changes in hMSC phenotype when co-cultured with cancer cells are mediated via tumor-derived factors that induce hMSC differentiation. Interestingly, while morphologically similar, the niche-like formations in hMSCs co-cultured with HT-29 did not stain positive for ALP (Additional file 7) and exerted negative effects on cancer cell growth (Fig. 7a, e). Similarly, both HT-29 and MCF7 co-cultured with hMSCs had less ability to close the gap during the wound healing assay (Additional file 8). Our current hypothesis is that the niche-like formation of hMSCs plays a role in controlling cancer cell growth and spread. Our data are in agreement with recently published data implicating pericytes, which are related ontologically to MSCs, in preventing metastasis in vivo [7].

We observed that cell growth of MCF7 increased when co-cultured with hMSCs. Similar to our data, Karnoub et al. [4] showed that MCF7 is the only breast cancer cell line to have significant increase in tumor growth when implanted with MSCs in vivo. The biological differences between niche-like formation of hMSCs in response to MCF7 versus that induced by HT-29 cells are not known. However, this may be related to differences in multiple activated genetic pathways in MCF7 versus HT-29 as revealed by differences in their molecular signature (Additional file 9). We propose a working hypothesis in which MSCs interact with cancer cells and the outcome of this dynamic interaction is dependent on the expression of CDH1/IL-1β by cancer cells (Fig. 8c). MSCs exert inhibitory effects on cancer cell growth. However, it is possible that this interaction may also exert selection pressure on certain types of cancer cells leading to increased cancer cell growth and possibly metastases (Fig. 8c). Detailed molecular analysis of this hypothesis remains to be determined.

## Conclusions

Our data revealed dynamic bidirectional interaction between hMSCs and tumor cells. Data also show that this interaction is dependent on the nature rather than the type of tumor cells and that CDH1 and IL-1β expression by tumor cells are key factors in determining the outcome of hMSC–tumor cross-talk.

## Additional files

Additional file 1:
**Is Table S1 presenting primer sequences used for qRT-PCR.** (DOCX 16 kb) Additional file 2:
**Is Table S2 presenting upregulated genes in sorted MSCs from MCF7 and BT-20 co-cultures.** (XLSX 19 kb) Additional file 3:
**Is Table S3 presenting the top enriched pathways in upregulated genes in sorted MSCs from MCF7 and BT-20 co-cultures.** (XLSX 12 kb) Additional file 4:
**Is Table S4 presenting genes differentially expressed between positive and negative tumors.** (XLSX 31 kb) Additional file 5:
**Is Figure S1 showing transfer of cellular components between hMSCs and cancer cells. **(DOCX 214 kb) Additional file 6:
**Is Movie S1 showing time-lapse microscopy of MCF7 cells (** ***red*** **) co-cultured with hMSCs (** ***green*** **).** Images were taken every 30 minutes using Nikon® BioStation IM-Q. (AVI 752 kb) Additional file 7:
**Is Figure S2 showing ALP staining for hMSC–HT-29 co-culture.** (DOCX 409 kb) Additional file 8:
**Is Figure S3 showing the scratch assay for HT-29 and MCF7, alone or co-cultured with hMSCs.** (DOCX 308 kb) Additional file 9:
**Is Table S5 presenting the top pathways for MCF7 versus HT-29.**

## Abbreviations

AKT: RAC-alpha serine/threonine-protein kinase
ALP: Alkaline phosphatase
AT-MSC: Adipose tissue-derived mesenchymal (stromal) stem cell
BGN: Biglycan
BMP2: Bone morphogenetic protein 2
BSA: bovine serum albumin
CAF: Carcinoma-associated fibroblast
CDH1: Epithelial cadherin type 1
CDH11: Cadherin-11
DAPI: 4′,6-Diamidino-2-phenylindole
DMEM: Dulbecco’s modified Eagle’s medium
DMSO: Dimethyl sulfoxide
EDTA: Ethylenediamine tetraacetic acid
EGF: Epidermal growth factor
ESA: Epithelial specific antigen
FACS: Fluorescence-activated cell sorting
FAK: Focal adhesion kinase
FBS: Fetal bovine serum
FOS: c-Fos proto-oncogene
GFP: Green fluorescent protein
hMSC: Human bone marrow-derived mesenchymal (stromal) stem cell
IL: Interleukin
Ki67: Marker of proliferation Ki-67
MAPKK: Mitogen-activated protein kinase kinase
MSC: Mesenchymal (stromal) stem cell
PBS: Phosphate-buffered saline
PLAU: Urokinase-type plasminogen activator
qRT-PCR: Quantitative real-time polymerase chain reaction
SNAI1: Zinc finger protein
SOX9: SRY (sex determining region Y) Box 9
SPARC: Secreted protein, acidic, cysteine-rich (osteonectin)
srIL-1R: Soluble recombinant IL-1 receptor
TERT: Telomerase reverse transcriptase
TGF-β: Transforming growth factor beta
VEGFA: Vascular endothelial growth factor A

# Supplementary material for: CDH1 and IL1-beta expression dictates FAK and MAPKK-dependent cross-talk between cancer cells and human mesenchymal stem cells
**Source:** Stem Cell Res Ther. 2015 Jul 24;6(1):135. doi: 10.1186/s13287-015-0123-0
**Supplement:** Additional file 1: — Is Table S1 presenting primer sequences used for qRT-PCR.

| Table S1: Primer sequences used for qRT-PCR | | |
| --- | --- | --- |
| **No.** | **Name** | **Sequence** |
| **1** | **CDH1**  **F**  **R** | 5` GGCGGAGAAGAGGACCAGGACT 3`  5` CATCGGGATTGGCAGGGCGG 3` |
| **2** | **VEGFA**  **F**  **R** | 5` ACAACAAATGTGAATGCAGACCA 3`  5` TACCGGGATTTCTTGCGCTT 3` |
| **3** | **SOX9**  **F**  **R** | 5` cccttcaacctcccacacta 3`  5` tggtggtcggtgtagtcgta 3` |
| **4** | **FOSB**  **F**  **R** | 5` GCGCCGGGAACGAAATAAAC 3`  5` CAACTGATCTGTCTCCGCCT 3` |
| **5** | **PLAU**  **F**  **R** | 5` ACTCCAAAGGCAGCAATGAAC 3`  5` GTGCTGCCCTCCGAATTTCT 3` |
| **6** | **BGN**  **F**  **R** | 5` TCCACGACAACCGCATCCGC 3`  5` AGGCCATCGAAGGCTCCAGGT 3` |
| **7** | **BMP2**  **F**  **R** | 5` CTGCGGTCTCCTAAAGGTCG 3`  5` AGCAGCAACGCTAGAAGACA 3` |
| **8** | **CDH11**  **F**  **R** | 5` ACCAAGCCACTTTCCAACCA 3`  5` ACGCCTGCTGTGTTATCTCG 3` |
| **9** | SNAI1  **F**  **R** | 5` CCAGTGCCTCGACCACTATG 3`  5` CTGCTGGAAGGTAAACTCTGGA 3` |
| **10** | **SPARC**  **F**  **R** | 5` gaggaaaccgaagaggagg 3`  5` ggggtgttgttctcatccag 3` |

# Supplementary material for: CDH1 and IL1-beta expression dictates FAK and MAPKK-dependent cross-talk between cancer cells and human mesenchymal stem cells
**Source:** Stem Cell Res Ther. 2015 Jul 24;6(1):135. doi: 10.1186/s13287-015-0123-0
**Supplement:** Additional file 5: — Is Figure S1 showing transfer of cellular components between hMSCs and cancer cells.

**
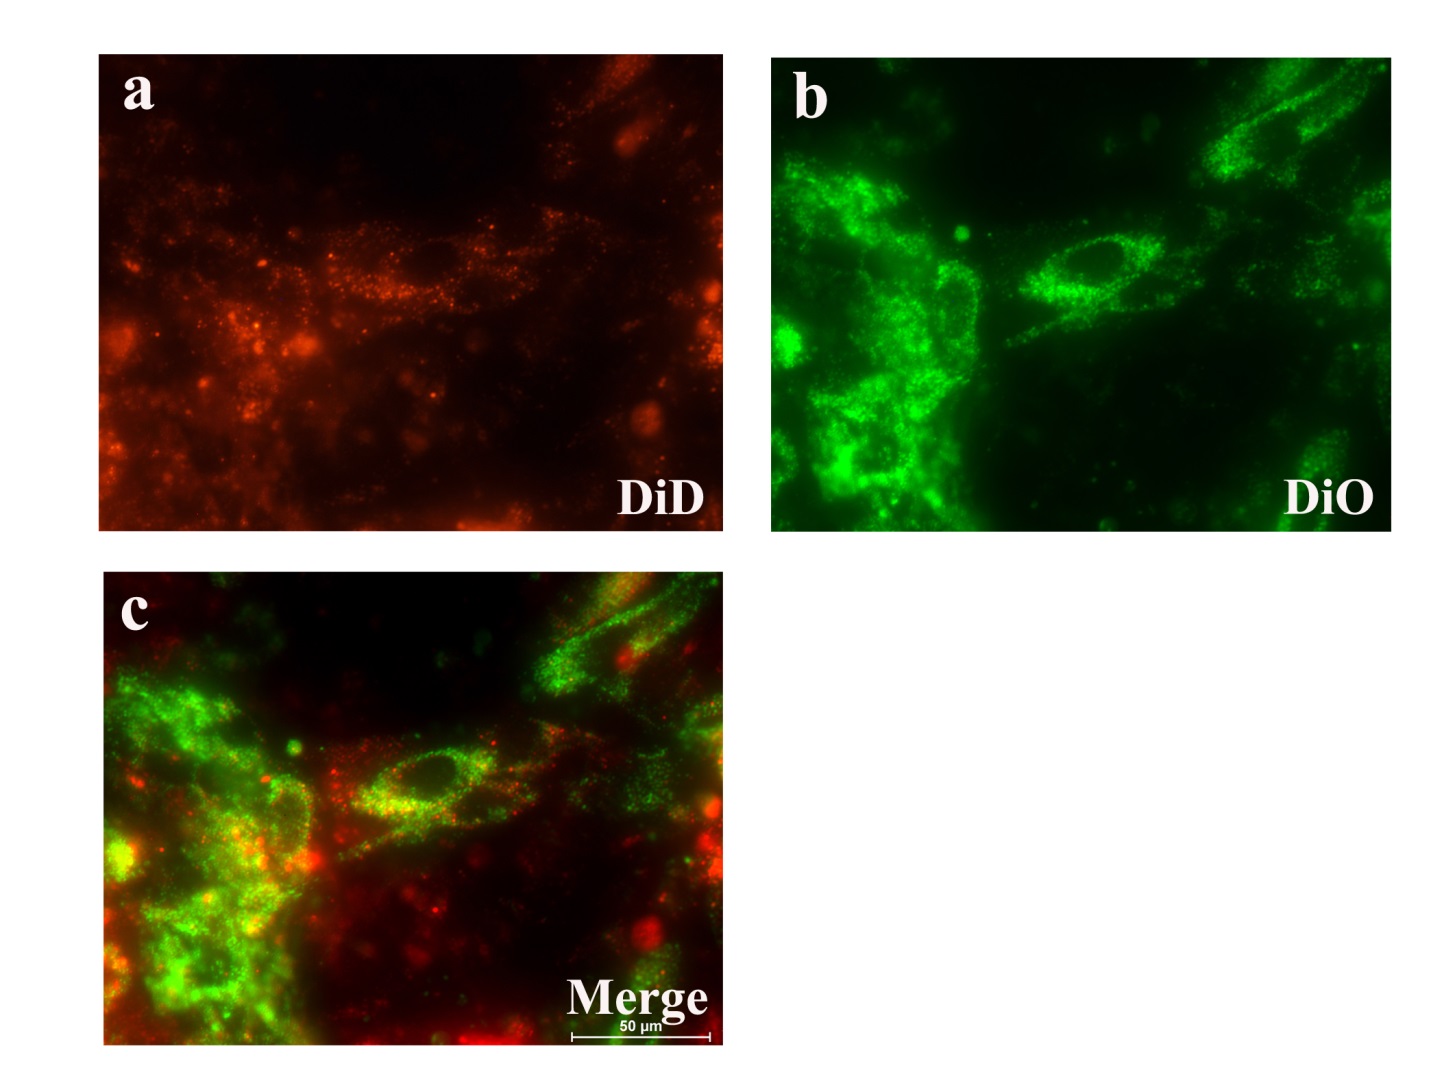
**

**Figure S1, Related to figure 6. Transfer of cellular components between hMSCs and cancer cells.** MCF7 cells were labeled with DiD (a, red) while ATMSCs were labeled with DiO (b, green) and were co-culturd for 7 days. (c) Merge of green and red channels showing niche formation by ATMSCs and the uptake of microvesicles derived from MCF7 cells (arrowheads) by ATMSCs. Imaging was conducted using 20x objective using Nikon® ECLIPSE Ti-U inverted fluorescence microscope.

# Supplementary material for: CDH1 and IL1-beta expression dictates FAK and MAPKK-dependent cross-talk between cancer cells and human mesenchymal stem cells
**Source:** Stem Cell Res Ther. 2015 Jul 24;6(1):135. doi: 10.1186/s13287-015-0123-0
**Supplement:** Additional file 7: — Is Figure S2 showing ALP staining for hMSC–HT-29 co-culture.

**
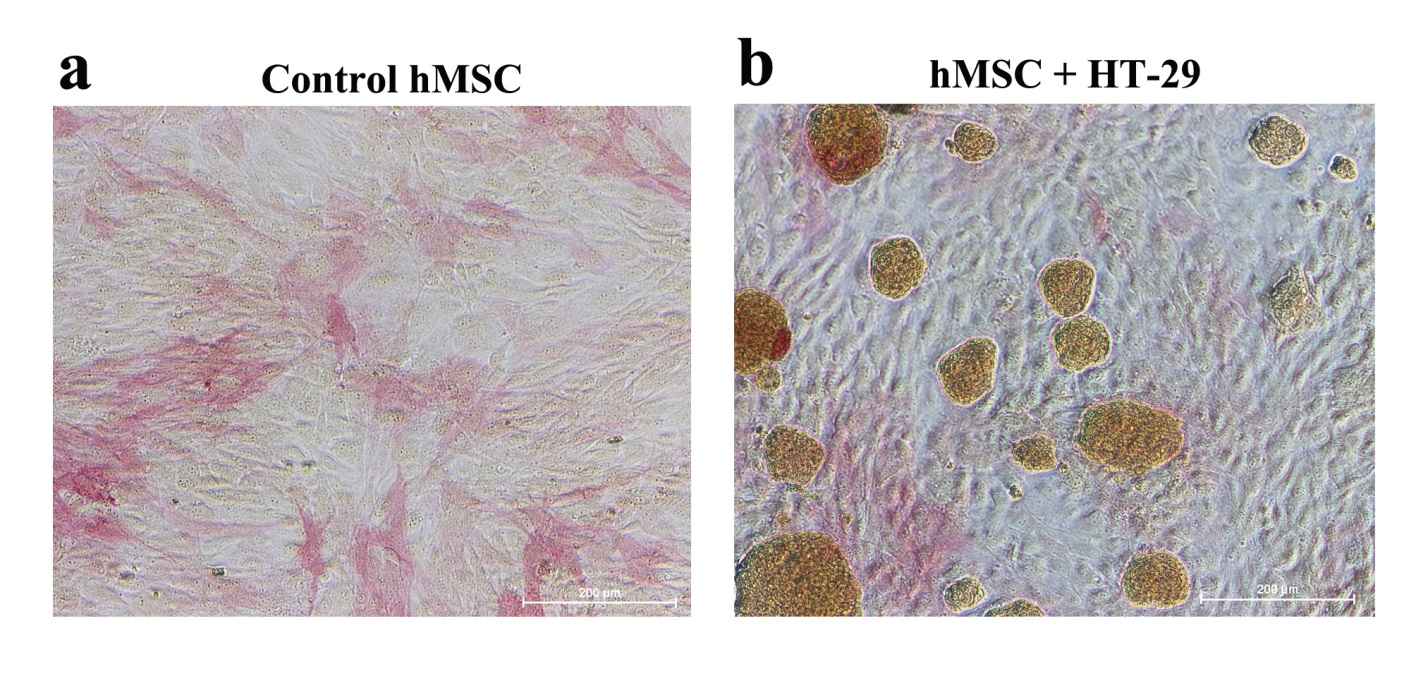
**

**Figure S2, Related to Figure 3. ALP staining for hMSC-HT-29 coculture.** hMSC were cultured alone (a) or with HT-29 (b) then on day7, ALP staining was performed and imaging was conducted using 4x magnification using Nikon® ECLIPSE Ti-U inverted fluorescence microscope.

# Supplementary material for: CDH1 and IL1-beta expression dictates FAK and MAPKK-dependent cross-talk between cancer cells and human mesenchymal stem cells
**Source:** Stem Cell Res Ther. 2015 Jul 24;6(1):135. doi: 10.1186/s13287-015-0123-0
**Supplement:** Additional file 8: — Is Figure S3 showing the scratch assay for HT-29 and MCF7, alone or co-cultured with hMSCs.

**
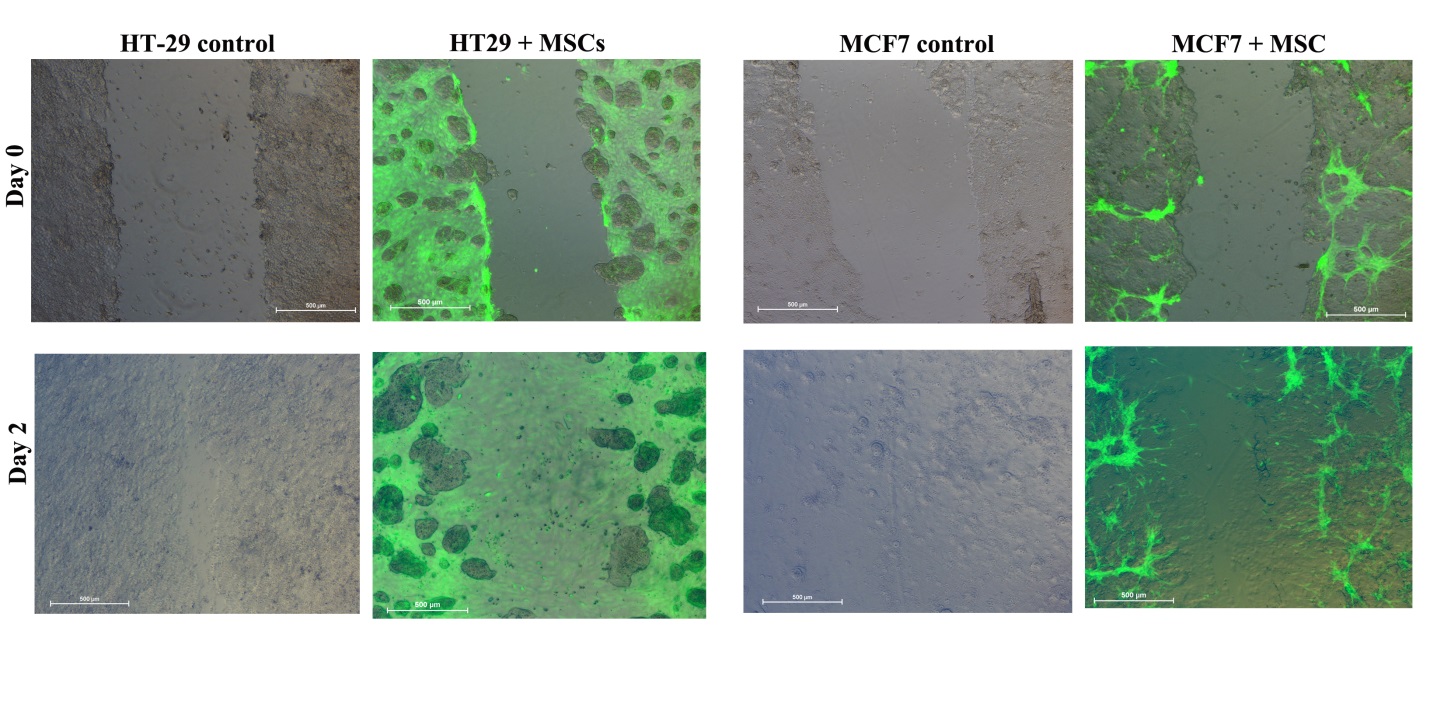
**

**Figure S3, Related to Figure 7.** **Scratch assay for HT-29, MCF7, alone or cocultured with hMSCs.** HT-29 and MCF7 cells were cultured alone or were co-cultured with hMSC and on day7, scratch assay was performed using p200 pipet tip. Scratch area was imaged on days 0 and day2 using 4x magnification using Nikon® ECLIPSE Ti-U inverted fluorescence microscope. Data are representative of at least 3 replicas.

How the deposited data were processed for this re-analysis (not part of the article)

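Human mesenchymal stem cells (hMSCs) were profiled on 6 1-colour Agilent arrays, 2 of control hMSCs, 2 of hMSCs sorted from co-culture with BT-20 and 2 of hMSCs sorted from co-culture with MCF7. The groups follow the titles of the samples, which for the co-cultures conflict with their descriptions.

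The authors deposited the spot intensity as the Agilent Feature Extraction software (version 11.0) wrote it, a processed signal after background subtraction, with flags for spots well above background, outliers and saturation. The authors also deposited a table of log2 values of the same arrays, in which every probe has a median within 0.001 of 0 over the 6 columns. In that deposited table the columns of both co-cultures stand exchanged against the scanner files. Each of these columns correlated with the scanner file of the other co-culture at r = 1 and with its own at -0.16 to -0.17, over centred values, and 100% of differences between arrays lay within 0.01 log2 after the exchange. The medians of the columns were -0.07 and -0.07 for control, 0.04 and -0.03 for those labelled BT-20 and 0.10 and 0.01 for those labelled MCF7. Its scale and direction follow from that comparison, and how it was normalized before centring is not given in the sources used here.

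From the scanner files, control spots and outlier spots were left out, log2 of the processed signal was taken, the 75th percentile of each array was subtracted and spots of one probe were averaged, which left 42394 of 42405 probes with a usable spot on every array. The 15272 probes not well above background in both arrays of any group were left out of the tests. Accessions were matched without versions to the RefSeq table of the assembly GRCh38, and 62.2% of probes received a symbol. The probe with the highest mean signal stands for a gene. Of 3644 genes with several tested probes, 8 had probes called both ways in the BT-20 and 8 in the MCF7 comparison, and none of them is named here. The fit used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 residual and 2.01 prior degrees of freedom), with data.table 1.17.8 and jsonlite 2.0.0. The median standard error of a co-culture against control was 0.13 on the log2 scale, and the 2 arrays of each group limit the precision.

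A probe counted as changed in both co-cultures at an adjusted p under 0.05 and a fold of at least 2 in each, in one direction. Enrichment of 26 gene lists among these genes was tested by a one-sided Fisher's exact test against all 14642 genes tested, and a shift of each list by camera with an inter-gene correlation of 0.01 and with an estimated correlation, each adjusted over the lists. With an estimated correlation camera uses only the 3 residual degrees of freedom, so small p-values are hard to reach. A gene can stand on several lists. Arrays were clustered by Euclidean distance and average linkage. The fits were tested on simulated data for 27122 probes with 200 changed by known folds.

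Named genes are those the paper names for the arrays, the 10 most raised and the 10 most lowered in both co-cultures among genes at least 2-fold changed in each, the 5 largest differences between the co-cultures in each direction, and in each list up to 4 members with the largest change that passed in both and up to 2 with the highest signal that passed in neither. The folds of Table S2 had been seen when this rule was written. The rule, the lists, the tests and most alternatives were fixed before the data were examined. The alternatives were quantile normalization, another shift, the authors' deposited log2 table, other filters on dim probes, an intensity trend, the replicate number as a block, 2 groups in each fit, the methods' t-test, other thresholds, an estimated correlation, each co-culture alone, the mean of all probes of a gene, other clustering settings, and each array left out in turn. Normexp background correction on the median signal, the deposited table with its co-culture columns exchanged and the row of the slide as a block were added after the data had been seen. No set test was run on Table S2, of which only part was read here. Arrays of the carcinoma lines alone were not analysed here.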

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

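The test of luminal markers for RNA of MCF7 cells, the counts and calls without each array in this part other than those of S100A9, the members' SD set beside the heat shock median and the epithelial median with dim genes at their bound were chosen only after the result was seen.

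Epithelial carcinoma markers were shifted upward in both co-cultures (camera, adjusted p = 5.3e-07, and adjusted p = 0.111 with an estimated correlation), and more so with MCF7 than with BT-20 (adjusted p = 3.8e-06, and adjusted p = 0.244 with an estimated correlation), a list that the paper does not report from these arrays. If carcinoma cells or their RNA were left after the EpCAM sort, EPCAM, CDH1, CLDN3, CLDN4, CLDN7, KRT8 and KRT18 would all rise, and 4 of the 7 rose in both co-cultures, with list medians of 0.40 with BT-20 and 0.76 with MCF7 (0.32 and 0.76 with dim genes at their bound) and with 0 of the first 5 below background on all co-culture arrays. The 4 became 1 without control replicate 1, 2 without control replicate 2 or either BT-20 array and 3 without either MCF7 array, and KRT18, which control hMSCs express too, was higher by 1.57 with BT-20 and stood at -0.29 with MCF7, so carcinoma cells cannot be told apart from another source of the RNA. For RNA of MCF7 cells in the hMSCs sorted from that co-culture, luminal markers were higher with MCF7 than with BT-20 (adjusted p = 0.00017, 9 of 23 higher and 0 lower, and adjusted p = 0.244 with an estimated correlation), while ESR1 and GREB1 differed by -0.16 (adjusted p = 0.583) and 0.09 (adjusted p = 0.642). The values are consistent with RNA of the carcinoma cells among the sorted cells, and uptake of that RNA by hMSCs or expression by the hMSCs themselves stays open, untested, since arrays of the lines alone were not analysed here.

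Immediate early genes were shifted upward in both co-cultures (adjusted p = 4.6e-09, and adjusted p = 0.111 with an estimated correlation), a list outside the categories the paper names for these arrays. Stress of trypsin and bead sorting was tested through the heat shock proteins, which would rise with them. The median of the 24 heat shock genes was -0.10 with BT-20 and -0.15 with MCF7 (SD between genes 0.41 and 0.43), below the 0.5 that the explanation was taken to need. This argues against handling that also raises heat shock genes, and not against handling that leaves them unmoved, since the text does not describe whether control hMSCs were trypsinized and sorted. A response of the hMSCs to the co-culture stays open as a hypothesis, untested.

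Luminal markers also bear on the labels, because titles and descriptions name opposite lines for the co-culture arrays. If the BT-20 and MCF7 labels were exchanged as in the descriptions, ESR1, TFF1, GREB1 and GATA3 would be higher in the arrays titled BT-20. Of the 4, 2 (TFF1 and GATA3) were higher in the arrays titled MCF7 and 0 in those titled BT-20, which argues against the exchange, as does the match of Table S2, headed MCF7, with the scanner files titled MCF7 for 209 of 209 probes (15 for BT-20). The luminal reading takes these transcripts as RNA of MCF7 cells, which stays open above. The test for that RNA in turn takes the titles as right, so neither stands without the other. In the deposited log2 table, where the co-culture columns stand exchanged, the 209 match the columns titled BT-20 and 15 those titled MCF7. The descriptions of the matching columns name MCF7. Read by title that table goes the other way, and read by description it gives the same line as the scanner files titled MCF7. By qRT-PCR the paper shows PLAU and SNAI1 higher with BT-20 than with MCF7 (Fig. 3d), the direction of the arrays by title, which does not settle it.

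Other lists differed between the co-cultures by camera. Hypoxia genes were higher with MCF7 (adjusted p = 1.0e-17, and adjusted p = 0.229 with an estimated correlation), as were interferon genes (adjusted p = 1.2e-09, and 0.229) and cell cycle genes (adjusted p = 4.0e-07, and 0.321). Cholesterol synthesis genes were lower with MCF7 (adjusted p = 2.5e-13, and adjusted p = 0.232 with an estimated correlation), as were inflammatory genes (adjusted p = 0.00017, and 0.265), ATF4 targets (adjusted p = 0.00566, and 0.476) and myofibroblast markers (adjusted p = 0.0196, and 0.515). The difference in myofibroblast markers did not pass without MCF7 replicate 1 (0.0533).

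Single genes differed between the co-cultures too, as log2 differences of MCF7 from BT-20 with 2 arrays each. Higher with MCF7 were TFF3 by 6.13, BMP7 by 5.51, LXN by 5.47, CLDN3 by 5.22 and CA9 by 4.92, and lower were DHRS3 (-5.29), S100A8 (-4.24), PTGIS (-4.19), CFI (-3.82) and S100A9 (-3.77), each at an adjusted p of 0.0083 or less from limma. S100A9 did not pass without BT-20 replicate 1 (0.0572) or BT-20 replicate 2 (0.0546). BMP7, LXN, CLDN3 and CA9 were not well above background in control or BT-20 arrays, so their fitted differences are no bounds. ALPL, at -0.79, and IL1B, at -3.54, had fold changes of opposite sign against control in the co-cultures, and the difference of ALPL did not pass without BT-20 replicate 1 (0.0777), BT-20 replicate 2 (0.0828), MCF7 replicate 1 (0.0877) or MCF7 replicate 2 (0.0534).

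Further signals lie in lists that the paper does not report from the arrays of sorted hMSCs. In the mean of both co-cultures hypoxia genes (adjusted p = 7.8e-13), ATF4 targets (adjusted p = 1.3e-07) and myofibroblast markers (adjusted p = 9.9e-12) were shifted upward and cell cycle genes (adjusted p = 5.9e-17) downward, each with an adjusted p = 0.111 with an estimated correlation. FOXS1, a forkhead transcription factor, was at least 453-fold higher with BT-20 and at least 183-fold higher with MCF7, and was not well above background in control hMSCs.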

How the results depend on the processing

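Normexp background correction, the deposited log2 table with its co-culture columns exchanged, and the row of the slide as a block were chosen only after the result was seen. Of 360 values of named genes, all 360 stayed on their side of the threshold with the other shift and with the exchanged table. So did 349 with quantile normalization, 345 with the replicate number as a block and 325 with no filter on dim probes. With normexp 320 did, and with the row of the slide as a block 233. Under these, 0 turned their direction where either fit passed the threshold. Turns among values that passed in neither fit were not counted. Where a value changed without a stated reason, the cause was not tested. Only 2 arrays per group were measured, between 63.4% and 68% of spots were well above background, and fewer arrays leave fewer degrees of freedom, so most counts fall when 1 is left out, with exceptions such as 206 probes lower in both and 19 shifted lists against 204 and 18 with all arrays, and the lone array is assumed to vary like the other groups.

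With 1 array left out in turn, probes higher with MCF7 numbered 867 to 2554 and lower 531 to 1908, probes higher with BT-20 835 to 1852 and lower 524 to 1328, those at least 2-fold higher in both 325 to 398 and lower 161 to 206, and those higher with MCF7 than with BT-20 226 to 1317 and lower 247 to 1256. Between 16 and 19 lists were shifted and 13 and 14 enriched. Adjusted p ranged from 0.0199 to 0.0762 for the shift of endochondral genes, 0.0173 to 0.0735 for osteoblast genes, 5.6e-07 to 3.9e-05 for collagens, 0.00495 to 0.0440 for integrins and 1.8e-10 to 3.7e-08 for TGF-β genes, and from 0.0159 to 0.144 for the enrichment of ERK feedback genes. The log2 ratio of distances in the clustering was -0.010 without control replicate 1 and 0.078 without control replicate 2, with the others between.

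With normexp, 1402 probes were higher and 1136 lower with MCF7, 1453 and 1172 with BT-20, 162 and 70 in both, and 581 and 801 between MCF7 and BT-20, where the share of higher calls went from 52.5% to 42.0%, and the ratio in the clustering was 0.17. With no filter, which moves the median of all probes to 0.14 with BT-20 and 0.13 with MCF7, the counts were 1505 and 853 with MCF7, 1608 and 982 with BT-20 and 526 and 547 between them, the endochondral shift gave 0.0827 and the ERK feedback enrichment 0.0849. That enrichment gave 0.127 with quantile normalization and 0.129 with 2 groups in each fit, which gave 1852 and 1328 probes with BT-20. Probes above background on all 6 arrays gave a clustering ratio of 0.14.

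The deviations of arrays with the same replicate number correlated at -0.01, -0.12 and 0.23 between the groups, and no source ties a number to a shared culture or day, so the arrays were not treated as pairs. With the replicate block, 1392 probes were lower with MCF7 and 1573 with BT-20, 786 were higher and 733 lower between the co-cultures, and the ERK feedback enrichment gave 0.136. With the row of the slide as a block the counts were 935 and 618 with MCF7, 20 and 3 with BT-20 (87.0% higher, against 54.2%), 17 and 3 in both and 226 and 247 between them. Both control arrays lie in row 1 and both BT-20 arrays in row 2, so only the MCF7 pair separates row from group. In that fit MCF7 replicate 1 alone is set against control and MCF7 replicate 2 alone against BT-20. Its counts for MCF7 are therefore those of leaving out the other MCF7 array. The fall in calls with BT-20 follows from lost precision as well as from any row effect, which cannot be told apart. The endochondral shift then gave 0.104 and the integrin shift 0.0633, 2 lists, those of TGF-β and immediate early genes, were enriched, and the enrichment gave 0.192 for endochondral genes, 0.150 for collagens and 1 for osteoblast and ERK feedback genes.

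The methods' t-test gave 3564 probes lower with MCF7 and 3279 higher and 2738 lower between the co-cultures at an unadjusted p under 0.05. After Benjamini-Hochberg it gave 72 higher and 41 lower with MCF7, 1 and 1 with BT-20, and 0 and 0 in both and between the co-cultures, where its unadjusted counts were 371 and 184 in both. It recovered 0% of 4-fold changes in simulated arrays of this size with 200 of 27122 probes changed, far fewer than limma called in the measured data. In limma at an adjusted p under 0.05, 1640 were higher and 1082 lower in both without a fold threshold, and 1050 and 586 with 1.5-fold.

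With an estimated correlation camera shifted 0 lists (11 at an unadjusted p under 0.05), at 0.273 for endochondral, 0.171 for osteoblast, 0.111 for collagen and TGF-β and 0.187 for integrin genes. These p-values rest on 3 residual degrees of freedom, so the losses cannot be laid to correlation between genes alone. With BT-20 alone osteoblast genes gave 0.110, mesenchymal markers 0.0822 and inflammatory genes 0.886, and the direction turned for interferon (0.110) and cholesterol genes (0.0791). With MCF7 alone endochondral genes gave 0.201 and integrins 0.165, and luminal markers passed (0.0278).

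In the deposited log2 table read by its labels 36 values that passed the threshold in either fit turned, as the exchange of its columns makes them. With BT-20 and with MCF7 these were -0.14 and 0.65 for ALPL, -0.049 and 3.77 for CFI, 5.02 and -0.21 for CLDN3, -1.09 and 0.44 for DHCR7, -1.84 and 3.45 for DHRS3, -0.53 and 0.84 for FASN, 1.19 and -0.47 for IFIT1, -1.47 and 2.07 for IL1B, -0.99 and 0.69 for INSIG1, -0.93 and 0.54 for LDLR, 5.42 and -0.052 for LXN, 1.48 and -0.54 for OAS1 and -1.52 and 2.72 for S100A8. CLDN3 and LXN were not well above background in control hMSCs or in 1 co-culture, so their -0.21 and -0.052 carry no direction. Between the co-cultures they were -5.51 for BMP7, -4.92 for CA9, 3.82 for CFI, -5.22 for CLDN3, 5.29 for DHRS3, -5.48 for LXN, 4.19 for PTGIS, 4.24 for S100A8, 3.77 for S100A9 and -6.13 for TFF3. Normexp on the mean signal was not run, since the scanner files used hold no such column, nor a block for slide or scan, of which there is 1 each.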

Differences from the paper's values

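The normexp setting was chosen only after the result was seen.

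The paper reports 218 genes higher and 92 lower in both co-cultures, and here 421 probes were at least 2-fold higher and 204 at least 2-fold lower in both at an adjusted p under 0.05, while the paper states a p threshold of 0.05 by a 2-tailed t test for the whole study and no fold threshold or correction for the sorted hMSCs. Of the alternatives set before the data were examined, the count of higher probes came within 1.5 times the paper's with probes above background on all 6 arrays (315) and without control replicate 1 (325), and the count of lower probes with the former alone (138). The former leaves out 2 and the latter 24 of the 209 Table S2 probes held here. It did not with quantile normalization (374 and 221), the other shift (418 and 206), the deposited log2 table by its labels (421 and 205), no filter (395 and 185), the replicate number as a block (409 and 199), an intensity trend (418 and 199), 2 groups in each fit (387 and 195), the methods' t-test unadjusted (371 and 184) or after Benjamini-Hochberg (0 and 0), no p (476 and 284), an unadjusted p (458 and 241), no fold threshold (1640 and 1082) or 1.5-fold (1050 and 586). Leaving out another array gave 336 to 398 higher, and leaving out any array 161 to 206 lower. Normexp background correction, chosen after seeing the values, gave 162 and 70, both within 1.5 times the paper's, and drops 55 of those 209 probes. In the main fit all 209 were at least 2-fold higher in both at an adjusted p under 0.05 (limma). Their folds with MCF7 differed from the paper's by a median of 0.0003 log2. The nearer counts with normexp therefore do not reconcile the lists. The paper calls its counts genes, while its Table S2 lists probes, some without a symbol. Counted as genes with a symbol, there were 268 and 138 here, both at most 1.5 times the paper's.

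Array folds are set beside the paper's qRT-PCR folds, which come from another assay, were drawn as mean and SE and were read by eye. For FOS the paper shows about 3.4 with MCF7 and about 4.6 with BT-20 (Fig. 3d, read by eye), and the arrays gave 13.9 and 13.2. Table S1 lists a primer pair for FOSB and none for FOS, so which of them was measured is not settled, and on the arrays FOSB gave 19.4 and 19.3. For BMP2 it shows about 1.9 with MCF7 and about 2.5 with BT-20 (Fig. 3d, read by eye), against 4.04 and 4.97. For SOX9 with MCF7 it shows about 1.6 and for CDH11 with MCF7 about 1.5 (Fig. 3d, read by eye), against 3.04 and 2.32. None of the alternatives set before the data were examined brings any of these 6 values, of which 2 are those of FOS, within the paper's. A fold was taken to differ where it was over 1.5 times apart from the paper's and by more than the standard error of its log2 value, and 12 of the 18 did not. Of these 12, BGN with BT-20 differed without BT-20 replicate 2 (7.97, against about 13 in Fig. 3d, read by eye). In the deposited log2 table by its labels VEGFA (3.98), PLAU (7.34) and SNAI1 (10.7) differed with MCF7, and PLAU (2.09), BGN (7.15) and SNAI1 (2.81) with BT-20. The direction was higher in all 18 in both assays.

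The paper states that the ALP staining with MCF7 accords with the arrays, and its text gives no array value of ALPL. The staining shows enzyme activity in the co-culture, while the arrays measured mRNA of sorted hMSCs. ALPL had a log2 fold change of -0.14 with MCF7 (adjusted p = 0.443) and was higher by 0.65 with BT-20 (adjusted p = 0.0204). The deposited log2 table read by its labels, where the co-culture columns stand exchanged, gives 0.65 with MCF7.

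The paper names focal adhesion and FAK among the enriched categories. The list of FAK and adhesion plaque proteins was neither shifted (adjusted p = 0.557) nor enriched (adjusted p = 0.356). It holds none of the genes listed in Fig. 4a, so it does not test the paper's enrichment. Of the collagens and other matrix proteins, which such categories also hold, 15 of 33 and 35 of 52 were higher with BT-20 and 17 and 31 with MCF7 (camera, adjusted p = 8.9e-06 and 1.5e-11, each with an adjusted p = 0.111 with an estimated correlation). All 10 genes listed in Fig. 4a were higher in both co-cultures. The paper took them from the genes it found upregulated on these same arrays, so their rise here is no separate evidence.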

Other observations

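The counts of list members without each array were chosen only after the result was seen.

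Of 49 genes of the cell cycle, 42 were lower, 0 higher and 7 not past the test with BT-20, and 28 were lower, 0 higher and 21 not past it with MCF7 (45 lower and 37 lower, adjusted over the list alone; camera, adjusted p = 5.9e-17, and adjusted p = 0.111 with an estimated correlation). CDCA3, a mitotic gene, fell by 1.41 (adjusted p = 0.00194) with BT-20 and 1.08 (adjusted p = 0.0028) with MCF7 on the log2 scale, and the kinase gene PLK1 by 1.24 (adjusted p = 0.00368) and 1.02 (adjusted p = 0.00545). Of 48 genes induced by low oxygen, 20 were higher, 3 lower and 25 not past the test with BT-20, and 39 were higher, 1 lower and 8 not past it with MCF7 (24 and 39 higher, adjusted over the list alone; camera, adjusted p = 7.8e-13, and adjusted p = 0.111 with an estimated correlation). DDIT4, an inhibitor of mTOR signalling, was higher by 3.04 (adjusted p = 0.000698) and 4.19 (adjusted p = 0.000416), and PFKFB3, a regulator of glycolysis, by 1.34 (adjusted p = 0.0029) and 2.84 (adjusted p = 0.000616). Of 43 targets of ATF4, the transcription factor of the amino acid response, 28 were higher and 3 lower with BT-20 and 24 higher and 5 lower with MCF7 (32 and 27 higher, adjusted over the list alone; camera, adjusted p = 1.3e-07, and adjusted p = 0.111 with an estimated correlation), among them the asparagine synthetase gene ASNS by 2.86 (adjusted p = 0.00106) and 2.45 (adjusted p = 0.000955). Without control replicate 1 or control replicate 2, 18 and 21 cell cycle genes were lower with BT-20, and without control replicate 1, control replicate 2, MCF7 replicate 1 or MCF7 replicate 2, 7, 3, 4 and 3 with MCF7. Hypoxia genes higher with BT-20 numbered 9 without control replicate 1 and 10 without BT-20 replicate 1, and lower ones 1 without either control. ATF4 targets higher with BT-20 numbered 15, 18 and 17 without control replicate 1, control replicate 2 or BT-20 replicate 1, and those higher with MCF7 10, 11, 8 and 11 without control replicate 1, control replicate 2, MCF7 replicate 1 or MCF7 replicate 2, with 2 lower in each of these.

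Of 24 genes of cholesterol synthesis, 0 were higher and 18 lower with MCF7 and 6 higher and 2 lower with BT-20 (0 higher and 20 lower, and 7 higher and 3 lower, adjusted over the list alone), and in the mean of both the list was shifted downward (camera, adjusted p = 0.00027, and adjusted p = 0.209 with an estimated correlation). With BT-20 alone its direction turned upward (0.0791), and that of the interferon list downward (0.11). INSIG1, a regulator of sterol synthesis, fell by 0.99 with MCF7 (adjusted p = 0.0066) and was higher by 0.69 with BT-20 (adjusted p = 0.016), a call lost without control replicate 1 (0.0946), control replicate 2 (0.0613) or BT-20 replicate 1 (0.0605). Of 46 interferon response genes, 16 were higher and 1 lower with MCF7 and 2 higher and 9 lower with BT-20 (22 higher and 1 lower, and 3 higher and 12 lower, adjusted over the list alone; camera upward in the mean, adjusted p = 0.0325, and adjusted p = 0.242 with an estimated correlation). That shift did not pass with no filter on dim probes (0.248) or with the row of the slide as a block (0.0925). BST2, an antiviral membrane protein, was higher by 2.65 with MCF7 (adjusted p = 0.00118) and 1.47 with BT-20 (adjusted p = 0.00448). Of 35 inflammatory genes, 5 were higher and 18 lower with MCF7 and 10 higher and 9 lower with BT-20 (6 higher and 21 lower, and 11 higher and 12 lower, adjusted over the list alone; camera downward in the mean, adjusted p = 0.011, and adjusted p = 0.209 with an estimated correlation). It was downward with MCF7 alone (3.0e-05) and did not pass with BT-20 alone (0.886). IL1RN, the interleukin 1 receptor antagonist, fell by 2.80 with MCF7 (adjusted p = 0.000616) and 2.09 with BT-20 (adjusted p = 0.00126), while the cytokine gene IL1B fell by 1.47 with MCF7 (adjusted p = 0.00644) and was higher by 2.07 with BT-20 (adjusted p = 0.0031). Cholesterol genes lower with MCF7 numbered 9, 6, 6 and 5 without control replicate 1, control replicate 2, MCF7 replicate 1 or MCF7 replicate 2, and those higher with BT-20 0, 0, 0, 1, 2 and 2 without control replicate 1, control replicate 2, BT-20 replicate 1, BT-20 replicate 2, MCF7 replicate 1 or MCF7 replicate 2, and those lower with BT-20 0 without any 1 of the 6 arrays. Without either control, BT-20 replicate 1 or either MCF7 array, 4 interferon genes were lower and 1 higher with BT-20, and 0 were lower with MCF7 without either control or either MCF7 array. Without control replicate 1, control replicate 2 or MCF7 replicate 2, 3 inflammatory genes were higher with MCF7.

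Of 23 chaperones of the unfolded protein response, 4 were higher with BT-20 and 6 with MCF7 and 0 lower (6 and 10 higher, adjusted over the list alone; camera, adjusted p = 0.00799, and adjusted p = 0.12 with an estimated correlation), and those higher with MCF7 numbered 2 without either control or either MCF7 array and those higher with BT-20 0 without control replicate 1. Of 22 Notch pathway genes, 5 were higher and 2 lower with BT-20 and 6 higher and 1 lower with MCF7 (8 higher and 2 lower, and 7 higher and 1 lower, adjusted over the list alone; camera, adjusted p = 0.0901, and 0.0476 with no filter), with HES1, a Notch target, higher by 3.88 (adjusted p = 0.00111) and 2.58 (adjusted p = 0.00148). The higher Notch genes numbered 3 with BT-20 without control replicate 1 or BT-20 replicate 1, and 3 with MCF7 without control replicate 1 or either MCF7 array, and the 2 lower ones with BT-20 numbered 0 without either control and 1 without any other array. Of 23 luminal markers, 3 were higher and 4 lower with BT-20 and 10 higher and 3 lower with MCF7 (5 higher and 6 lower, and 12 higher and 3 lower, adjusted over the list alone; camera, adjusted p = 0.155, and 0.0278 with MCF7 alone), and of 20 basal markers 7 were higher and 2 lower with BT-20 and 4 higher and 3 lower with MCF7 (8 higher and 5 lower, and 8 higher and 4 lower, adjusted over the list alone; camera, adjusted p = 0.0667). The basal shift passed with no filter on dim probes (0.0307), with the replicate number as a block (0.0404), with the mean of all probes of a gene (0.0451) and without control replicate 1 (0.022), MCF7 replicate 1 (0.0235) or MCF7 replicate 2 (0.0458). Luminal markers higher with BT-20 numbered 1 without control replicate 1 or either BT-20 array, and lower ones 2 without either control, while with MCF7 1 was lower without control replicate 2 or either MCF7 array. Without control replicate 1 or control replicate 2, 3 and 4 basal markers were higher with BT-20. Lower basal markers with BT-20 numbered 0 without control replicate 1 or either BT-20 array and 1 without any other array, and with MCF7 1 without either control or either MCF7 array. Of 24 heat shock genes, 1 was higher and 3 lower with BT-20 and 2 higher and 5 lower with MCF7 (1 higher and 3 lower, and 3 higher and 6 lower, adjusted over the list alone; camera, adjusted p = 0.0524, and 0.00839 with no filter and 0.03 with normexp, which was added after the data had been seen). The lower ones with MCF7 numbered 1, 0, 3, 3, 0 and 0 without control replicate 1, control replicate 2, BT-20 replicate 1, BT-20 replicate 2, MCF7 replicate 1 or MCF7 replicate 2. With BT-20 1 was lower without either control or BT-20 replicate 1, and with MCF7 1 was higher without either control or either MCF7 array. By Fisher's exact test hypoxia genes (adjusted p = 5.9e-07), ATF4 targets (adjusted p = 1.5e-08), inflammatory genes (adjusted p = 0.00869) and Notch genes (adjusted p = 0.0144) were enriched among the genes at least 2-fold higher in both, as were matrix proteins other than collagens (adjusted p = 2.8e-16), immediate early genes (adjusted p = 1.5e-11), epithelial (adjusted p = 7e-10) and mesenchymal stem cell markers (adjusted p = 0.0144). Luminal (0.466), basal (0.0885), interferon (0.677) and heat shock genes (0.466), integrins (0.446) and collagen enzymes (0.124) were not, and the chaperone, adipocyte, cell cycle and cholesterol lists held 0 such genes (adjusted p = 1). With probes above background on all 6 arrays the enrichment of mesenchymal (0.0802), inflammatory (0.125) and Notch genes (0.079) was lost and that of basal markers passed (0.0323). With normexp inflammatory genes gave 0.416 and collagen enzymes 0.037, and with the mean of all probes of a gene Notch genes gave 0.102. Collagen enzymes passed without control replicate 2 (0.0193) or BT-20 replicate 2 (0.0181). The row of the slide as a block ended each of the enrichments named here except that of immediate early genes.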
